# Bromodomain Protein Inhibition Protects β-Cells from Cytokine-Induced Death and Dysfunction via Antagonism of NF-κB Pathway

**DOI:** 10.3390/cells13131108

**Published:** 2024-06-26

**Authors:** Vinny Negi, Jeongkyung Lee, Varun Mandi, Joseph Danvers, Ruya Liu, Eliana M. Perez-Garcia, Feng Li, Rajaganapati Jagannathan, Ping Yang, Domenic Filingeri, Amit Kumar, Ke Ma, Mousumi Moulik, Vijay K. Yechoor

**Keywords:** Brd4, bromodomain, I-BET, islet, β-cells, insulin, NF-kB, inflammation, STZ, diabetes, apoptosis, cytokines

## Abstract

Cytokine-induced β-cell apoptosis is a major pathogenic mechanism in type 1 diabetes (T1D). Despite significant advances in understanding its underlying mechanisms, few drugs have been translated to protect β-cells in T1D. Epigenetic modulators such as bromodomain-containing BET (bromo- and extra-terminal) proteins are important regulators of immune responses. Pre-clinical studies have demonstrated a protective effect of BET inhibitors in an NOD (non-obese diabetes) mouse model of T1D. However, the effect of BET protein inhibition on β-cell function in response to cytokines is unknown. Here, we demonstrate that I-BET, a BET protein inhibitor, protected β-cells from cytokine-induced dysfunction and death. In vivo administration of I-BET to mice exposed to low-dose STZ (streptozotocin), a model of T1D, significantly reduced β-cell apoptosis, suggesting a cytoprotective function. Mechanistically, I-BET treatment inhibited cytokine-induced NF-kB signaling and enhanced FOXO1-mediated anti-oxidant response in β-cells. RNA-Seq analysis revealed that I-BET treatment also suppressed pathways involved in apoptosis while maintaining the expression of genes critical for β-cell function, such as Pdx1 and Ins1. Taken together, this study demonstrates that I-BET is effective in protecting β-cells from cytokine-induced dysfunction and apoptosis, and targeting BET proteins could have potential therapeutic value in preserving β-cell functional mass in T1D.

## 1. Introduction

Type 1 diabetes (T1D) is an autoimmune disorder characterized by the destruction of insulin-producing β-cells [1,2,3]. At the molecular level, inflammatory cytokine leads to β-cell dysfunction with impaired glucose-stimulated insulin secretion (GSIS), reduced proliferation, and increased apoptosis. While a pancreas or islet transplant leads to a ‘cure’ and insulin-free periods, these approaches remain challenging due to limited donor availability and the need for chronic immunosuppression [4,5]. GLP-1 receptor agonists have been shown to protect β-cells from cytokine-induced apoptosis and improve β-cells’ proliferation and function [6,7,8]. Although it is approved to be used only in patients with T2D, and not T1D, some studies show benefits with potential risks with GLP-1R agonists in T1D [9,10,11,12]. Hence, insulin replacement remains the standard of care to date, although long-term injections’ difficulty to maintain good glycemic control makes insulin therapy suboptimal. Replacing β-cells with those derived from patient-specific iPS (induced pluripotent stem) cells remains in experimental or early clinical trial stages and has yet to effectively overcome the hurdle of cytokine-induced apoptosis in an autoimmune setting [13,14,15]. Thus, there is an imperative need to develop therapeutics for T1D that protect β-cells from cytokine-induced cell death with the preservation of β-cell mass. 

The bromodomain-containing BET (bromodomain and extra-terminal domain-containing) proteins, including Brd2, Brd3, Brd4, and Brdt, are epigenetic regulators of gene transcription known to be involved in various physiological processes, including inflammatory response, proliferation, apoptosis, and differentiation [16,17]. These proteins bind to the acetylated lysine of histones in the genome, acting as a ‘reader’ and recruiting histone remodeling proteins, such as HATs (histone acetyltransferase), HDACs (histone deacetylase), and transcription elongation factors [17,18]. Recently, with the advent of a new generation of higher-affinity chemical inhibitors such as I-BET, there has been a surge in testing their therapeutic utility for many oncological (prostate, breast, hematopoietic glioblastoma) and cardiovascular diseases despite the limited knowledge of underlying molecular mechanisms [19,20]. In diabetic NOD mice, I-BET, which primarily targets Brd2, 3, and 4 [16,21], was reported to promote an anti-inflammatory phenotype of infiltrating pancreatic macrophages and enhance β-cell proliferation [22] with reduced SASP (senescence-associated secretory phenotype) response [23]. However, the cell-autonomous function of bromodomain protein inhibition in β-cells has not been addressed. Notably, BET inhibition by JQ1 in INS-1 β-cells increased insulin content and secretion, though this was assessed under basal conditions in the absence of the autoimmune milieu to mimic disease condition [24]. Thus, whether the inhibition of BET proteins in β-cells could confer protection against cytokine-induced injury in T1D remains unclear. To know its applicability, it is crucial to determine the effect of I-BET on cytokine-induced dysfunction in a time-dependent context. To understand its potential therapeutic potential in T1D, determining BET inhibition in protecting β-cell function and identifying the molecular mechanisms involved in a model mimicking T1D may provide a mechanistic basis for potential therapeutic applications. 

In this study, we tested I-BET762 ((4S)-6-(4-Chlorophenyl)-N-ethyl-8-methoxy-1-methyl-4H-[1,2,4]triazolo[4,3-a][1,4]benzodiazepine-4-acetamide), referred to as I-BET, as a representative BET protein inhibitor currently in clinical trials [19,25] for its potential protection of β-cells at early and later time points. Employing both in vitro and in vivo approaches using a low-dose STZ model to mimic T1D, we specifically determined whether I-BET is beneficial against cytokine-induced β-cell apoptosis and dysfunction. Mechanistically, we use global transcriptomic analysis to uncover the regulation of I-BET on augmenting factors critical to maintaining β-cell function and antagonizing the cytokine induction of the NF-kB-mediated apoptotic pathway in pancreatic β-cells [26].

## 2. Research Design and Methods

Cell culture—rat insulinoma; INS-1 (832/13 cells were a gift from Dr. Christopher Newgard) cells were cultured in RPMI-1640 medium containing 11 mM glucose, 10% fetal bovine serum, 10 mM Hepes, 2 mM L-glutamine, 1 mM sodium pyruvate, and 0.05 mM 2-mercaptoethanol. The cells were pre-treated with I-BET762 (500 nM, SelleckChem, Houstan, TX, USA) or vehicle control (VC) for 48 h followed by the addition of a cytokine cocktail (CC) of IL-1β (10 ng/mL), IFN-γ (100 ng/mL), and TNF-α (25 ng/mL) (Peprotech, Cranbury, NJ, USA) for another 8 h or 24 h as indicated in the presence of I-BET or VC.

Annexin-PI apoptosis assay—INS-1 cells, after treatment as indicated, were trypsinized and stained with Annexin-V (labeled APC) and PI for 15 min at room temperature in the dark and assessed on flow analyzer BD LSR II using BD FACSDiva^TM^ software (https://www.bdbiosciences.com/en-us/products/software/instrument-software/bd-facsdiva-software, (accessed on 10 June 2024)) and analyzed on FlowJo (Version 10).

RNA isolation and real-time PCR—RNA was isolated using Direct-zol RNA miniprep kits from Zymo Research according to the manufacturer’s instructions and quantified using Nanodrop. The cDNA was synthesized using an amfiRivert kit from GenDEPOT, Baker, TX, USA according to the manufacturer’s instructions using oligo(dT) primers. The qRT-PCR was performed using an amfiSure qGreen master mix from GenDEPOT according to the manufacturer’s instructions on Quant Studio 3 from ThermoFisher Scientific, Waltham, MA, USA. All the primers used are listed in Supplementary Table S1. In preliminary experiments, qPCR was performed with many housekeeping genes, including ribosomal gene r36b4, Gapdh, beta-Actin, and Top I. Under the conditions of the experiments with the INS-1 cells, r36b4 was the most stable among the genes tested in all the groups. The primers for qPCR were optimized using a melting curve. The relative gene expression was calculated using the ddCt method using ribosomal gene r36b4 as a normalization control. The fold change was calculated over VC.

Glucose-stimulated insulin secretion (GSIS) and insulin content determination—GSIS was performed as previously reported [27]. Briefly, INS-1 cells were treated with I-BET (IB) and CC as indicated and incubated in KRB (Krebs Ringer Bicarbonate) buffer with no glucose for 30 min at 37 °C with CC and I-BET/VC, followed by serial incubations for 30 min in 2.8 mM, 11.1 mM, and 25 mM glucose in KRB. The supernatant was collected for an insulin secretion assay. At the end of the experiment, to determine cellular insulin content, the cells were lysed with acid–ethanol lysis buffer overnight at 4 °C, and the supernatant was collected after centrifugation at 16,000 rcf for 30 min. Insulin secretion and content were determined with the insulin ELISA kit (Crystalchem, Elk Grove Village, IL, USA) according to the manufacturer’s instructions and normalized to the DNA content. This was repeated three times with 4-5 biological replicates each time.

RNA-Seq—the integrity and purity of isolated RNA were analyzed using an RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). A total of 1 µg RNA per sample was used as input material for sample preparations. Sequencing libraries were generated using NEBNext^®^Ultra™RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) sequenced on an Illumina platform (Novaseq 600) according to the manufacturer’s instructions, and at least 60 million reads of 125 bp paired-end reads were generated per sample. The raw data obtained were filtered, cleaned, and aligned to the genome using HISAT2. The gene expression was calculated as FPKM, and differentially expressed genes across all the samples with p_adj_ < 0.05 were represented in a heatmap. The gene overlap between the two groups was determined using Oliveros, J.C. (2007–2015) Venny. Gene set enrichment analysis (GSEA) [28,29] was performed among CCVC (CC + VC) and CCIB (CC + I-BET). Pathway enrichment was determined by using DAVID bioinformatic resources 6.8 [30,31] and QIAGEN IPA [32].

Western blotting—Western blotting was performed as described in [33]. Briefly, lysates were prepared in ice-cold 1× lysis buffer (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 1× protease inhibitor and phosphatase inhibitor (Roche, Indianapolis, IN, USA). An equal amount of protein samples was loaded and fractionated by SDS-PAGE and then transferred to 0.2 μm pore-size nitrocellulose membranes (Millipore Sigma, St. Louis, MO, USA). Membranes were blocked in 5% non-fat milk–TBS (*w/v*) and then incubated with indicated primary antibodies—cleaved caspase-3 (CST, Danvers, MA, USA, 9664), Pdx1 (Abcam, Waltham, MA, USA, ab47308), phospho-p65, p65, p-IKKA/B, IKKB, p-IκBα, and IκBα (CST, Danvers, MA, USA, 9936)—overnight at 4 °C and later with DyLight 680 or DyLight 800—conjugated secondary antibodies. The blots were imaged using Licor Odyssey Clx and quantified by Image Studio ver 5.2 software.

Mouse studies—all animal experiments were approved by the Institutional Animal Care and Use Committee of the University of Pittsburgh. Eight-week-old C57BL/6N mice were purchased from Jackson Laboratory, Bar Harbor, ME, USA. For the induction of diabetes, 50 mg/kg of streptozotocin (STZ), freshly dissolved in Na-citrate buffer at pH 4.2, was administered via i.p. for five days. The mice were distributed into three groups: VC—non-diabetic controls (sodium citrate buffer only), STZ + VC—STZ with vehicle control for I-BET, and STZ + I-BET, with n = 9 in each group. The drug I-BET or its vehicle control (2% DMSO) was given daily orally by gavage for four weeks. Note that 2% DMSO is way below the well-tolerated dose in mice, thus safe to administer [34]. The body weight and blood glucose levels of all the mice were monitored every week for four weeks. A glucose tolerance test (GTT) was performed on days 26 and 27 in overnight-fasted mice by administering 1.5 g/kg of body weight by i.p. of D-glucose. Mice were euthanized on day 28, and the pancreases were collected. The blood glucose was measured using a glucometer and by Infinity glucose hexokinase from Thermo Fisher Scientific according to the manufacturer’s instructions.

Immunofluorescence staining—mice’s pancreatic tissue fixed in formaldehyde was embedded in paraffin and sectioned at 5 µm thickness. All the sections were stained, as previously reported [33]. Briefly, slides were warmed for 20 min at 60 °C, followed by deparaffinization using citrasolv and then rehydrating with decreasing ethanol concentrations. This was followed by permeabilization in 0.25% of Triton-x-100 in PBST for 5 min and antigen retrieval in sodium citrate buffer pH 6 in a microwave (1 min at maximum power and then 20 min at minimum power). After cooling down to room temperature, they were blocked with 1% BSA in 1× PBS and incubated with primary antibodies against cleaved caspase-3 (CST-9661, 1:100) and INS-1 (Abcam-ab6995, 1:400) overnight at 4 °C and subsequently labeled with secondary antibodies for 1 h at room temperature. All the images were taken using the Nikon (Melville, NY, USA) fluorescence microscope.

β-cell area determination—two slides per mouse, at least 50 µm apart, were selected to stain for insulin. Images of whole sections were taken by the automated EVOS FL Auto 2 imaging system. Each image’s insulin-positive area was measured and divided by the total pancreatic area using ImageJ (https://imagej.net/ij/download.html, (accessed on 10 June 2024)). The size of the islets was categorized into small, medium, and large based on their arbitrary area as computed by ImageJ—less than 10,000 (small), 10,000-30,000 (medium), and greater than 30,000 (large).

Statistical analysis—the data are presented as means ± sem; the in vitro data are representative of three independent experiments. Significance tests were determined by one-way or two-way ANOVA, followed by Sidak’s multiple comparisons test. *p* ≤ 0.05 was considered statistically significant. GraphPad Prism 8.3.1 software was used for statistical analyses.

Data and resource availability—the RNA-Seq raw and processed datasets were deposited in the GEO database (GSE160573). The differentially expressed gene list among all four groups is in Supplementary Table S2.

## 3. Results

### 3.1. I-BET Protects against Cytokine-Induced β-Cell Dysfunction and Apoptosis

I-BET has been shown to be beneficial in the NOD model of T1D with its effect on NF-kB signaling in leucocytes [22]. We wanted to test its effectiveness on some early and late cytokine-induced β-cell dysfunction changes. Cytokine-induced β-cell dysfunction with impaired insulin secretion and cell death is the defining feature of T1D. To mimic this in vitro, INS-1 cells were exposed to a cytokine cocktail (CC) of IL-1β (10 ng/mL), IFN-γ (100 ng/mL), and TNF-α (25 ng/mL) for 8 h and 24 h to determine early and late changes, respectively. I-BET or DMSO vehicle control (VC) was administered to INS-1 cells for 48 h, followed by cytokine exposure [24,35]. Gene expression analysis revealed that I-BET significantly up-regulated genes critical for β-cell function, including *Ins1*, *Ins2*, and transcription factors critical to maintaining mature identity, *Pdx1*, *MafA*, and *Pax6*. More importantly, it prevented the repression of these genes induced by cytokine exposure (Figure 1A–E), suggesting cytoprotective effects of I-BET on β-cells against cytokine challenge. Notably, I-BET largely restored the expression levels of these genes to a comparable level to control cells without cytokine exposure. The increase in the *Pdx1* transcript was also reflected in a consistent increase in its protein level with I-BET treatment (Figure 1F,G). Interestingly, despite increased MafA mRNA, its protein level was not altered by cytokine or I-BET, suggesting the potential involvement of post-translational modifications and MafA protein stability regulation [36,37] (Figure 1H,I). In comparison, genes such as *Pax4, Nkx2.2*, and *Nkx6.1* did not respond to I-BET treatment (Figure S1A–C), suggesting the potential specificity of gene regulation by BET proteins. We then assessed if these gene regulations induced by I-BET led to functional improvement in GSIS. Under basal (2.8 mM glucose) conditions, insulin secretion was increased by both I-BET and cytokines (Figure 1J). The increase in basal insulin secretion on exposure to cytokines is indicative of a defect in regulated insulin secretion and is consistent with previous reports [38,39,40]. More importantly, and in concordance with the enhanced expression of *Pdx1* and *Ins-1*, I-BET prevented the cytokine-induced reduction of the insulin secretion index (Figure 1K). Total cellular insulin content was increased by pre-treatment with I-BET, consistent with prior reports [24], although this effect was lost in the presence of cytokines (Figure 1L). At this early 8 h time point, no significant difference in apoptosis (AnnexinV-PI positive cells) was observed in cells induced with cytokines compared to controls (Figure S1D,E).

However, at 24 h of cytokine exposure, I-BET could not improve β-cell function as determined by gene expression and GSIS (Figure S2A–G). At the 24 h time point, cells started to die with a significant increase in AnnexinV-PI positive cells, with ~15% cells showing early apoptosis (Annexin V^+^, PI^−^), ~12.5% with late apoptosis (Annexin V^+^, PI^+^), and ~4% dead cells (PI^+^) (Figure 2A,B). Importantly, I-BET significantly reduced the percentage of early (Annexin V^+^, PI^−^) and late apoptotic cells (Annexin V^+^, PI^+^) after cytokine exposure in I-BET-treated cells as compared to controls, without a significant change in PI^+^ cells, indicating that I-BET protects against cytokine-induced β-cell apoptosis. Consistent with this, I-BET markedly decreased the cleaved caspase-3 protein levels after cytokine exposure (Figure 2C,D) in Western blotting. These data demonstrate that I-BET pre-treatment protected β-cells from the deleterious effects of cytokines at an early time point and from apoptosis at a later time point, though it was not sufficient to prevent β-cell insulin secretion from chronic exposure of cytokines.

### 3.2. I-BET’s Effect on Protecting β-Cells from Cytokine-Mediated Apoptosis Is Mediated by Antagonizing the NF-kB Signaling Pathway

NF-κB is one of the major pathways responsible for inflammation-induced apoptosis of pancreatic β-cells [41,42], and inhibiting this could provide a therapeutic modality to preserve β-cells in T1D. Since Brd4 has been shown to interact with p65 [43], we wanted to determine the effect of I-BET on NF-κB pathway activation. Furthermore, since I-BET is known to affect the NF-kB signaling pathway [41,42], we tested if NF-κB signaling and targets were changed by I-BET in cytokine-stimulated INS-1 cells. We found that the expressions of its downstream targets—*Myc* [44] and *Xiap* [45], which are up- and down-regulated by NF-κB upon cytokine stimulation, respectively—were reversed by I-BET (Figure 3A,B). Furthermore, p65 (RelA), the subunit of NF-κB transcription factor, translocates to the nucleus upon cytokine-stimulated phosphorylation and binds to the promoters/enhancers to induce the expression of cytokine target genes. Hence, we tested if I-BET altered NF-κB signaling by examining the phosphorylation of p65 and found that it was markedly decreased by I-BET in CC-treated INS-1 cells (Figure 3C,D). Furthermore, upstream regulators of p65 include the activation, and the phosphorylation of IKKA/B, which leads to phosphorylation and degradation of IκBα, relieving the inhibition on p65 and allowing it to translocate into the nucleus [46]. We found that I-BET treatment also reduced the phosphorylation of IKK and IκBα in cytokine-exposed cells (Figure 3E–I), indicating an overall suppression of cytokine-induced NF-kB pathway activation. It is worth noting, however, that I-BET did not completely abolish cytokine-induced NF-kB activation, as phospho-p65 remained elevated compared to the level observed in unstimulated INS-1 cells.

### 3.3. Global Transcriptome Profile Reveals Enrichment of Pathways Related to β-Cell Function with BET Inhibition

The data demonstrated that I-BET was able to protect β-cells from cytokine-mediated cell dysfunction. To investigate pathways related to β-cell function that are regulated by BET inhibition and underpin this protection in addition to the NF-kB pathway, we performed RNA-Seq analysis in cells exposed to cytokines for 8 h with and without I-BET treatment. 

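RNA of INS-1 cells, a rat insulinoma line used as a model of the β-cell, was sequenced in 12 libraries, 3 in each of 4 groups. Cells received I-BET762 at 500 nM, which blocks the bromodomains of the BET proteins, or its vehicle for 48 h. The cytokine groups then received IL-1β at 10 ng/mL, IFN-γ at 100 ng/mL and TNF-α at 25 ng/mL. The exposure to cytokines is 8 h in the paper and in the deposited treatment protocol, while the deposited design text places it in the last 24 h of 72 h, so the time is not settled. The authors aligned the reads with HISAT2 and calculated FPKM, the number of fragments scaled to gene length and library size. Their deposited table holds only genes they had called at an adjusted p under 0.05 in some comparison, with the mean FPKM of the 3 libraries of each group and no library columns. For that reason no test across libraries could be run on it, and the values of the 4 groups carry no error. Log2 ratios were taken between group means after adding 1 FPKM, over the 8795 genes with a mean of at least 1 FPKM, and a gene is counted as higher or lower where the ratio reached 1.5-fold. Library values of CCIB and CCVC were at hand for 1752 genes of the paper's Table S2, the first part of a sheet sorted by gene identifier. In these, the median SD over 3 libraries on the log2 scale was 0.14 for genes at 1 to 5 FPKM, 0.11 from 5 to 20 FPKM, 0.08 from 20 to 100 FPKM and 0.07 above that, which gives a standard error of 0.06 to 0.11 for a log2 ratio of CCIB to CCVC. All of these genes had been called by the authors, so the spread of other genes may be larger, and the spread in VC and IB is unknown. The paper's counts and FPKM values of these genes together imply 22342768 to 24919583 fragments in the CCVC libraries (median 24568113) and 22537057 to 23780163 in the CCIB libraries (median 23731958). The methods state at least 60 M paired-end reads per sample, where 2 reads make 1 fragment, so part of the gap is one of unit if single reads were counted, and the FPKM values use the implied totals. The depth of the VC and IB libraries is unknown.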

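Ins1, which encodes insulin 1, took 0.51% of all fragments in VC, 1.19% in IB, 0.46% in CCVC and 0.92% in CCIB. The mitochondrially encoded genes listed in the deposited table took 8.37% in VC, 8.81% in IB, 7.64% in CCVC and 9.13% in CCIB. Any such gene that the authors had not called is missing from these shares. The deposited table lists 9694 genes, of which 9531 (98.3%) are protein coding and 65 are pseudogenes, and these hold 86.2% to 87.4% of all fragments of a group. The highest of the 4 group means lay in VC for 2760 genes, in CCVC for 2737, in IB for 2215 and in CCIB for 1982, and the lowest lay in CCIB for 3020 genes. Of 12 markers of other endocrine cells, Gcg and Gc were measured, at 636 and 403 FPKM in VC. Of 18 acinar and ductal markers, 4 had a mean of at least 1 FPKM, among them the keratin gene Krt7 at 153 FPKM in VC and 193 in CCVC. Of 17 mesenchymal and endothelial markers, Fn1 at 135 FPKM and Thy1 at 141 FPKM in VC were measured at that level. The only leucocyte marker of 17 at that level was Cd74, the invariant chain that IFN-γ induces in many cells, at 5.05 FPKM in VC and 15.3 in CCVC. A marker with no entry in the table was either not expressed or not called by the authors, and the table does not tell these cases apart.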

Among the four groups—VC (vehicle control), IB (I-BET762), CCVC (cytokine cocktail + vehicle control), and CCIB (cytokine cocktail+I-BET762)—9694 genes were differentially expressed (Figure S3A). 

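In cells without cytokines, a few genes of the insulin granule were higher with I-BET. Of 35 measured genes of the insulin granule and exocytosis, 5 were higher in IB than in VC and 1 was lower, with a median log2 ratio of 0.24. The higher ones were both insulin genes, Chgb, which encodes the granule protein chromogranin B (3021 FPKM in VC and 5444 in IB), Rab3a, a GTPase of vesicle docking (92.3 and 150.4), and Syt11 (33.9 and 54.9), while Syt5 was lower (185.9 and 120.5). Reads of Ins1 could make up the value of Ins2, so Ins2 may not count apart from Ins1. Among 47 genes of autophagy and the lysosome the median log2 ratio was 0.20, although only the cathepsin gene Ctsl (79.6 FPKM in VC and 121.8 in IB) passed 1.5-fold upwards, Gusb (24.6 and 8.91) passed it downwards and 45 passed it neither way. Of 31 genes of glucose sensing and secretagogue signalling, 2 were higher, 5 were lower and 24 were neither. Slc2a2, the glucose transporter of the β-cell, was at 251 FPKM in VC and 435 in IB, and the cholecystokinin receptor gene Cckar at 26.4 and 50.99. Among the lower ones were the calcium channel gene Cacna1a (40.6 FPKM in VC and 12.0 in IB), Adcy1 (9.84 and 5.07), Pklr (58.0 and 32.1) and Creb3l2 (37.8 and 24.4). Among genes known to respond to BET inhibitors, Hexim1 was higher (18.0 FPKM in VC and 37.8 in IB), as was Serpini1 (35.9 and 57.6), and Myc (24.4 and 8.64) and Ccnd1 (2.92 and 0.787) were lower. The largest log2 ratios among genes with a symbol and at least 5 FPKM in 1 of the groups compared were 2.71 for the transcription factor gene Bhlhe22, 2.38 for Mff and 2.28 for Chac1 on the higher side, and -3.43 for Cyp4a8, -3.02 for LOC100911417, -2.78 for Ms4a8 and -2.78 for the galectin gene Lgals2 on the lower side. Over all 8795 genes, 436 were higher in IB and 921 lower. Against 10000 random lists of the same size and expression level, the median of the insulin granule list and that of the lysosome list lay at the 100.0 percentile, and that of the glucose sensing list at the 4.7 percentile, as a description of these group means. The paper's text places the pathways of Fig. 4A in the basal state, while the figure legend names CCIB and CCVC. The values here are from IB and VC and may not cover the same comparison.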

Pathway analysis revealed that genes related to autophagy, insulin secretion signaling, T2D signaling, and protein sorting were up-regulated with I-BET treatment in the basal state (Figure 4A). 

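Among the largest differences with cytokines were genes low in VC. Cxcl1, a chemokine that attracts neutrophils, was at 0.269 FPKM in VC and 136 in CCVC, the adhesion molecule gene Icam1 at 2.47 and 108, the growth factor gene Csf1 at 2.09 and 81.3, and the potassium channel gene Kcnq3 at 0.743 and 56.8. Lower in CCVC were Dusp6, a phosphatase that restrains ERK (7.75 FPKM in VC and 0.673 in CCVC), the adrenergic receptor gene Adra2a (19.5 and 3.07), Ncald (31.4 and 5.49) and the transcription factor gene Klf2 (20.5 and 3.72). With cytokines present, I-BET went mostly with lower levels. The potassium channel gene Kcnk16 was at 72.8 FPKM in CCVC and 10.8 in CCIB, Prr15l at 61.1 and 9.45, Calml4 at 46.6 and 8.63 and Lgals2 at 14.3 and 0.931. Il4i1, an amino acid oxidase induced by interferon, was higher (11.6 FPKM in CCVC and 90.2 in CCIB), as were Plat, the tissue plasminogen activator (7.05 and 29.6), and Asb4 (4.75 and 19.4). In all, 1223 genes were higher in CCVC than in VC and 900 lower, and 299 were higher in CCIB than in CCVC and 1022 lower. Of the 2955 genes that passed 1.5-fold in either comparison, 489 (16.5%) passed it in both. With I-BET, 616 genes were 1.5-fold or more lower both with and without cytokines, 164 were higher in both cases, and 12 differed in opposite directions. The share of higher genes between CCIB and CCVC depended on the scaling, at 22.6% as deposited, 36.0% (440 higher and 782 lower) with ratios centred on their median, and 41.4% (504 higher and 714 lower) with the ratio shifted to the scale of the normalized counts of Table S2, a setting chosen after the values were seen.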

Further analysis revealed that 2932 genes were up-regulated and 2750 down-regulated by cytokines (CC+VC) compared to VC, while 2189 and 2253 genes were up- and down-regulated by BET inhibition in cells exposed to cytokines (CCIB vs. CCVC), with 2343 (~30%) genes differentially regulated in both comparison groups (Figure S3B).

To determine the pathways that could explain the protection accorded by I-BET to cytokine-exposed cells, we sought to identify genes and enriched pathways that were reverted towards controls by I-BET treatment in cytokine-exposed cells. Notably, 14% of both the up-and down-regulated genes were reverted by I-BET treatment (Figure 4B). 

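Genes that were higher with cytokines and lower again with I-BET included Htra3, a secreted protease (3.11 FPKM in VC, 0.598 in IB, 66.9 in CCVC and 18.2 in CCIB), Neurl3 (1.07, 1.23, 35.0 and 20.1), Gsg1l (3.55, 1.01, 9.41 and 1.17) and Bpi (4.75, 0.148, 9.50 and 1.20). In the opposite set, lower with cytokines and higher again with I-BET, were the transcription factor gene Runx1 (10.3 FPKM in VC, 26.6 in IB, 1.84 in CCVC and 7.90 in CCIB) and F3, which encodes tissue factor (26.6, 62.1, 5.26 and 8.61). All of these but Neurl3 differed by 1.5-fold or more in the same direction with I-BET alone. Counted over all genes, 208 were 1.5-fold or more higher in CCVC than in VC and 1.5-fold or more lower in CCIB than in CCVC, and 60 made the opposite pair of moves. The 208 genes are 17.0% of those higher with cytokines and 10.2% of all genes in either list, and the 60 genes are 6.7% of those lower with cytokines and 5.3% of all genes in either list. Other genes moved further from the control level, with 71 higher in both comparisons and 150 lower in both, where independent lists would share 41.6 and 104.6. With differences of any size counted, 748 of the 1223 genes higher with cytokines (61.2%) were at least slightly lower in CCIB than in CCVC, against 57.5% of all genes, and 362 of the 900 genes lower with cytokines (40.2%) were at least slightly higher, against 42.5% of all genes. In place of the 208 and the 60 genes, independent lists would share 142.1 and 30.6. Both comparisons hold the same CCVC libraries, so part of the excess may come from chance error of that group, and its 3 libraries, at hand only for the genes of Table S2, do not make up 2 sets of at least 2. Simulated groups with no change and the spread of Table S2 gave 0.00 such genes on average over 200 simulations. The narrow spread fixes this in advance, and it does not bear on genes that do differ with cytokines. The covariance of the 2 log2 ratios was -0.0033 in the simulations and -0.0049 as observed (correlation -0.0175). The simulations used the median SD of called genes in CCIB and CCVC. With larger error in other genes or in VC, shared error alone could reach the observed value, so the gap shows no excess. The counts moved by more than 1.5 times with a pseudocount of 0.1 FPKM (95 in place of the 60), with a minimum mean of 5 FPKM (101 in place of the 208), on the scale of the normalized counts of Table S2, added after the values were seen (91 in place of the 60), and for both at 2-fold (45 and 9) and at a looser fold criterion (622 and 295).

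**Figure D1:**
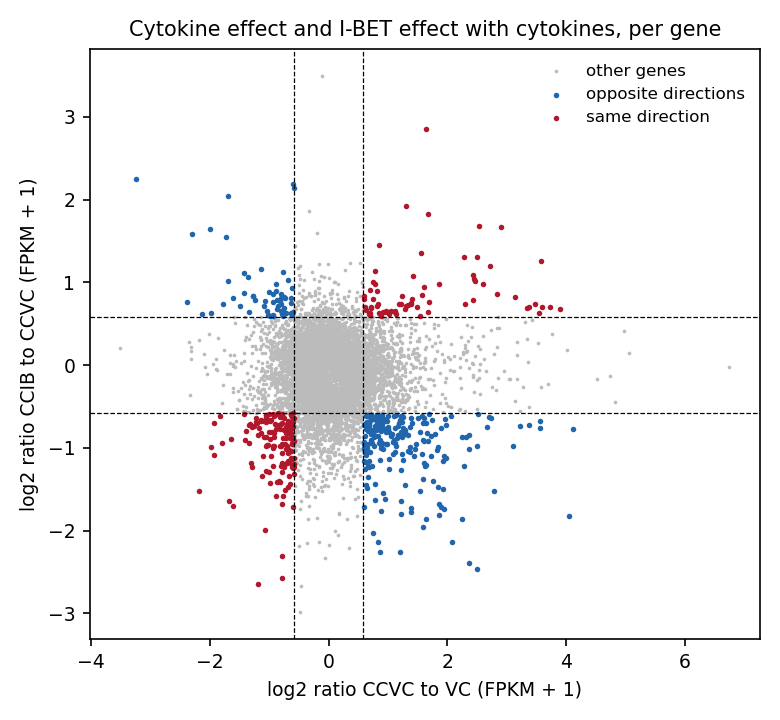
Each point is one of 8795 genes, with the log2 ratio of CCVC to VC on the x axis and that of CCIB to CCVC on the y axis, both from group means after adding 1 FPKM. Dashed lines mark 1.5-fold, blue points (208 lower right, 60 upper left) passed it in opposite directions and red points (71 upper right, 150 lower left) in the same direction.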

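A few genes of the endoplasmic reticulum were lower with cytokines and higher again with I-BET. Hspa5, the main ER chaperone also called BiP, was at 1079.6 FPKM in VC, 1844 in IB, 539.9 in CCVC and 1000.0 in CCIB. Derl3, a part of ER-associated degradation, was at 14.0 FPKM in VC, 3.92 in CCVC and 7.64 in CCIB, Manf at 169 in VC, 82.7 in CCVC and 127 in CCIB, and the disulfide isomerase gene Pdia4 at 306 in VC, 160.0 in CCVC and 243 in CCIB. Of 52 genes of ER protein processing and the unfolded protein response, 13 were lower and 5 higher in CCVC than in VC, with a median log2 ratio of -0.33, and in CCIB against CCVC 4 were higher, none lower and 48 neither, with a median of 0.14. The 4 are the genes just named, and 11 of the 13 lower genes were at least slightly higher in CCIB. None of the 5 genes higher with cytokines was lower in CCIB. Among them, Ddit3 of the integrated stress response was at 30.7 FPKM in VC, 64.5 in IB, 85.0 in CCVC and 120.7 in CCIB. Of 16 genes of protein export, 3 were lower with cytokines, among them Immp1l (40.5 FPKM in VC, 15.4 in CCVC and 19.5 in CCIB), and only Hspa5 was higher in CCIB. Several transcription factors of the β-cell, whose human counterparts include MODY genes, had lower levels with cytokines, with 7 of 20 lower and 1 higher. Mafa, an activator of insulin transcription, was at 192 FPKM in VC, 316 in IB, 55.3 in CCVC and 92.6 in CCIB, and Mnx1 at 24.6 in CCVC and 45.1 in CCIB. Hnf4a, a MODY gene, was at 24.0 FPKM in VC, 12.9 in IB, 21.2 in CCVC and 10.1 in CCIB, Nkx2-2 at 55.4 in VC, 27.7 in CCVC and 12.4 in CCIB, and Nkx6-1 at 34.3 in VC, 8.43 in CCVC and 8.09 in CCIB. Between CCIB and CCVC, 3 of the 20 factors were higher and 3 lower, with a median log2 ratio of 0.16. Among random lists, the medians of CCVC to VC lay at the 0.1 percentile for the ER list, the 0.4 percentile for protein export and the 0.1 percentile for the transcription factors, and those of CCIB to CCVC at the 100.0, 93.3 and 99.5 percentiles. With I-BET alone the medians were higher too. In IB against VC, 5 of the 52 ER genes were higher and none lower, with a median of 0.11, at the 98.7 percentile. Of the 20 transcription factors, 3 were higher and 2 lower, with a median of 0.22, at the 99.8 percentile. The higher medians are thus not particular to cytokine-exposed cells.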

Interestingly, ER processing and MODY (maturity-onset diabetes of the young)-related pathways were among the highly enriched pathways that were reversed by I-BET treatment. A detailed examination of pathways related to β-cell function, insulin secretion, and apoptosis revealed that many genes that were altered by cytokines were restored by I-BET treatment. These included genes such as *Pdx1*, *Neurod1*, *Foxo1*, *Isl1*, and *Pax6*, critical for mature β-cell function (Figure 4C), and genes involved in insulin secretion, including *Ins1, Ins2, Pdx1, Syntaxin, SNAP25, and Creb* (Figure 4D), congruent with the observed changes in gene expression by qPCR and GSIS induced by I-BET (Figure 1). 

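Granule genes differed in whether their cytokine change was met by an opposite difference with I-BET. Iapp, which encodes islet amyloid polypeptide, was at 3524 FPKM in VC, 1745 in CCVC and 2413 in CCIB. The zinc transporter gene Slc30a8 was at 246 FPKM in VC, 70.3 in CCVC and 50.9 in CCIB, the granule-tethering gene Sytl4 at 82.1, 26.3 and 26.1, and Scgn, a calcium sensor, at 593, 333 and 244. Syt9, a calcium sensor of exocytosis, went the other way with cytokines (15.9 FPKM in VC, 37.5 in CCVC and 38.6 in CCIB). Of the 35 genes of the insulin granule and exocytosis, 5 were lower and 2 higher with cytokines, with a median log2 ratio of -0.21, and none of the 7 passed 1.5-fold back in CCIB. Between CCIB and CCVC, 4 of the 35 were higher, namely both insulin genes, Snap25 and Unc13b (7.53 FPKM in CCVC and 12.1 in CCIB), and Syt5 was lower (137 and 85.5), with a median of 0.13. Here too Ins2 may not count apart from Ins1. In the list of glucose sensing and secretagogue signalling, 4 of 31 genes were lower and 3 higher in CCVC than in VC. The fatty acid receptor gene Ffar1 was at 99.6 FPKM in VC, 45.1 in CCVC and 61.1 in CCIB, Cckar at 12.0 in CCVC and 21.1 in CCIB, and Plcb1 at 12.8 in VC, 4.14 in CCVC and 3.05 in CCIB. The PACAP receptor gene Adcyap1r1 went the other way, at 18.8 FPKM in VC, 72.5 in CCVC and 42.3 in CCIB. Between CCIB and CCVC, 3 of these 31 were higher, among them the potassium channel gene Kcnj11 (157 FPKM in CCVC and 247 in CCIB), and 4 were lower, among them Cacna1a (31.2 and 6.25) and Pklr (49.2 and 27.3). Slc2a2 was at 281 FPKM in CCVC and 207 in CCIB, where the difference between the log2 effects of I-BET with and without cytokines was -1.23, with no test of it possible. The median log2 ratio of the granule list lay at the 14.0 percentile of random lists for CCVC to VC and at the 99.3 percentile for CCIB to CCVC, and that of the glucose sensing list at the 45.3 and 7.0 percentiles.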

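Each of the 5 named transcription factor genes had its lowest level in CCVC, and of these Pdx1 and Isl1 had the largest log2 ratios both in CCVC against VC and in CCIB against CCVC. Pdx1, the regulator of β-cell identity and insulin transcription (ENSRNOG00000046458, chromosome 12 from 11609488 to 11614657), was at 156 FPKM in VC, 248 in IB, 63.6 in CCVC and 114 in CCIB, a log2 ratio of 0.83 between CCIB and CCVC. Isl1 was at 98.9 FPKM in VC, 124 in IB, 31.9 in CCVC and 48.3 in CCIB, a log2 ratio of -1.60 with cytokines and of 0.58 with I-BET added, just under 1.5-fold. Foxo1 was at 15.9 FPKM in VC, 24.6 in IB, 10.9 in CCVC and 16.0 in CCIB. Neurod1 was at 96.2 FPKM in VC and 112 in IB, and the libraries of the paper's Table S2 give 69.5 ± 5.16 FPKM (SD, n = 3) in CCVC and 87.9 ± 3.75 (SD, n = 3) in CCIB. Pax6 was at 140.0 FPKM in VC and 189 in IB, and the same table gives 116 ± 7.25 FPKM (SD, n = 3) in CCVC and 152 ± 7.48 (SD, n = 3) in CCIB. Ins1 (ENSRNOG00000012052, chromosome 1 from 280213615 to 280214178) was at 11528 FPKM in VC, 26722 in IB, 10243 in CCVC and 20738 in CCIB, log2 ratios of -0.17 with cytokines, 1.21 with I-BET alone and 1.02 with I-BET added to cytokines. Ins2 was at 40.4 FPKM in VC, 86.5 in IB, 34.1 in CCVC and 64.3 in CCIB, which is 0.310% to 0.351% of Ins1 in every group, so reads of its near-identical paralog could make up its value. Snap25, a SNARE protein of granule fusion, was at 83.2 FPKM in VC and 111 in IB, and in Table S2 at 62.6 ± 1.48 FPKM (SD, n = 3) in CCVC and 96.5 ± 4.41 (SD, n = 3) in CCIB. Among the syntaxin genes, Stx1a was at 27.7 FPKM in VC, 40.8 in IB, 23.4 in CCVC and 34.4 in CCIB, while Stx4 was at 44.0 in CCVC and 33.4 in CCIB. Among the Creb genes, Creb3l1 was at 5.85 FPKM in VC, 4.71 in IB, 13.8 in CCVC and 22.3 in CCIB, and Creb1 at 7.65 in CCVC and 8.34 in CCIB. As deposited, Pdx1 passed 1.5-fold both ways, down with cytokines and up with I-BET added, and Isl1 did so with a pseudocount of 0.1 FPKM (0.60), with ratios centred on their median (0.67) and with the upper quartile (0.64). Of 24 measured genes labelled in Fig. 4C, a list chosen by the study on these samples, 8 were lower with cytokines, and of these Pdx1 and Gcg, the glucagon gene (343 FPKM in CCVC and 675 in CCIB), passed 1.5-fold back. For Neurod1, Pax6 and Snap25 the CCIB libraries all lay above the CCVC libraries, and 3 libraries against 3 allow no exact two-sided permutation p below 0.1, while the paper's adjusted p for them, from its own comparison, is 9.44e-08, 5.31e-12 and 2.38e-23. The genome build of the coordinates is not named in the deposited labels or in the paper's text.

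**Figure D2:**
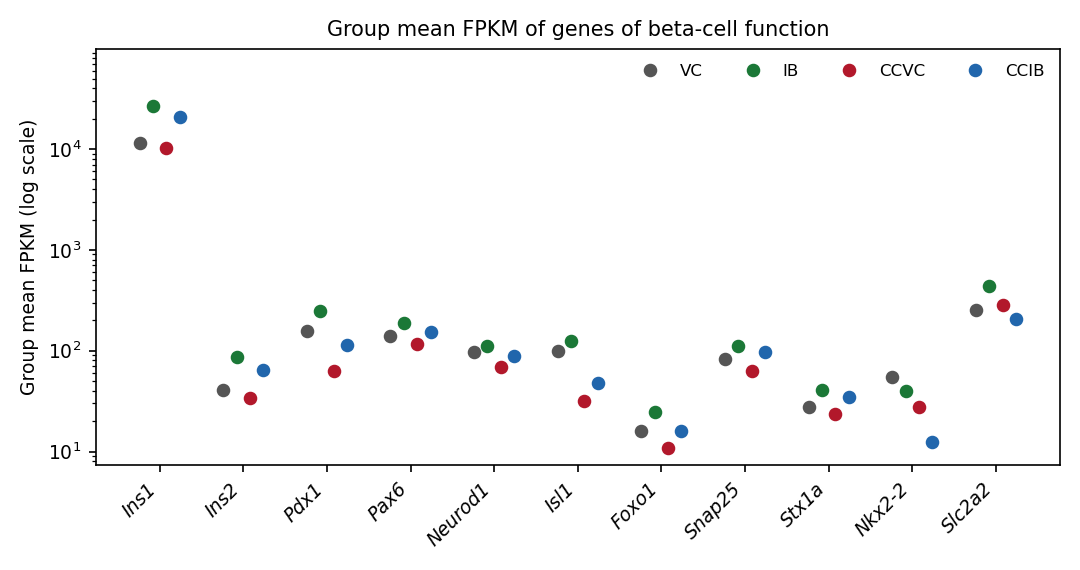
Points give the mean FPKM of each group on a log axis for 11 genes of β-cell function, in grey for VC, green for IB, red for CCVC and blue for CCIB. For Ins1 the IB point (26722) and the CCIB point (20738) lie above both vehicle points, and for Nkx2-2 the CCIB point is the lowest.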

Consistent with the observed protection against cytokine-induced apoptosis, many genes related to apoptosis, significantly up-regulated by cytokines, were down-regulated by I-BET treatment (Figure 4E). 

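Several apoptosis genes were higher with cytokines and lower again with I-BET. Cdkn1a, the cell cycle inhibitor p21, was at 28.7 FPKM in VC, 15.4 in IB, 46.9 in CCVC and 29.97 in CCIB. Bbc3, which encodes the BH3-only protein Puma, was at 11.3 FPKM in VC, 37.5 in CCVC and 20.9 in CCIB. Prkaa2, a catalytic subunit of AMP-activated kinase, was at 15.9 FPKM in VC, 42.5 in CCVC and 20.8 in CCIB. Of 17 measured genes labelled in Fig. 4E, 7 were higher in CCVC than in VC, all 7 were at least slightly lower in CCIB than in CCVC, and 6 of them by 1.5-fold or more. The 6 include Aven, an anti-apoptotic gene. The study chose these genes on the same samples, so their direction is not independent evidence. Faim, which protects from Fas-induced death, went the other way, at 3.77 FPKM in VC, 0.477 in CCVC and 5.08 in CCIB, and Bag1 was at 40.2, 32.7 and 50.1. In a list of 27 pro-apoptotic genes that did not come from the study, 10 were higher and 3 lower with cytokines, and 8 of the 10 were at least slightly lower with I-BET added, against 61.2% of all genes higher with cytokines, 2 of them, with Bbc3, by 1.5-fold or more and others by little, such as Bid (log2 ratio -0.03) and Bak1 (-0.08), which turn positive with ratios centred on their median. Trib3, a stress-induced pseudokinase, was at 5.83 FPKM in VC, 80.6 in CCVC and 67.1 in CCIB. Fas, the death receptor, was at 3.40 FPKM in VC, 30.8 in CCVC and 27.5 in CCIB, Casp4 at 1.10, 10.3 and 9.39, and Bid at 3.74, 23.4 and 22.9, so these stayed high. Bcl2l11, which encodes the death activator Bim, was higher in CCIB (13.7 FPKM) than in CCVC (7.70). So was Ddit3, 1 of the 10 pro-apoptotic genes higher with cytokines (120.7 and 85.0). Of 13 anti-apoptotic genes, 5 were higher and 1 lower with cytokines, and between CCIB and CCVC Faim, Bag1 and Pim1 were higher and Aven was lower (13.1 FPKM in CCVC and 6.16 in CCIB). The median log2 ratio of CCIB to CCVC was -0.16 for the pro-apoptotic list, at the 12.6 percentile of random lists, and 0.04 for the anti-apoptotic list, at the 80.2 percentile.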

Taken together, the global transcriptomic analysis reveals an enrichment of pathways that enhance β-cell function and protect against apoptosis in the presence of cytokines with BET inhibition. 

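Several genes of the cell cycle were lower with I-BET in cytokine-exposed cells too. Of 45 such genes, 5 were lower and none was higher in CCIB than in CCVC. That count is near the share of all genes, of which 1022 of 8795 were lower. The median log2 ratio of the list, -0.28, lay at the 0.0 percentile of random lists. The 5 include the cyclin genes Ccnd1 (6.17 FPKM in CCVC and 2.84 in CCIB) and Ccnd2 (158 and 87.6) and the replication gene Mcm5 (82.1 and 52.1). Cdkn1a, a cell cycle inhibitor, is among them too (46.9 and 29.97). Among 13 genes of BET proteins and of the response to their inhibitors, Hexim1 was higher (6.86 FPKM in CCVC and 13.1 in CCIB), as was Serpini1 (37.3 and 57.8), and 4 were lower. Of 24 antioxidant genes, 2 were higher, among them Sesn3 (8.83 FPKM in CCVC and 17.0 in CCIB), and 1 was lower, with a median of -0.08 that turns positive with ratios centred on their median or shifted to the scale of Table S2. The difference between the effects of I-BET with and without cytokines reached 1.5-fold upwards in 177 genes and downwards in 250, and could not be tested. From its global transcriptomic analysis, the paper concludes that pathways that enhance β-cell function and protect against apoptosis are enriched with BET inhibition in the presence of cytokines.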

Cytokines induce an oxidative stress response in pancreatic β-cells that reduces Foxo1 levels [47], and I-BET is known to have an anti-oxidative effect on other cells [48]. We wanted to know if I-BET could reduce the oxidative stress response by modulating Foxo1 and its downstream target SOD1. *Foxo1*’s gene expression was found to be lowered with cytokines, and I-BET alone increased its expression and protected it from cytokine damage (Figure 5A). Activated phosphorylated Foxo1 also decreased with cytokines, as the total Foxo1 was determined by Western blotting (Figure 5B–D), as shown by the representative blot and densitometry. Foxo1 is known for its anti-oxidant and anti-apoptotic role [49], so we determined its target superoxide dismutase (SOD1) gene, a known anti-oxidant. SOD1 followed Foxo1 expression, which decreased with cytokines and was protected by I-BET (Figure 5E).

### 3.4. I-BET Protects against Cytokine-Induced Apoptosis in the Multiple Low-Dose STZ Diabetes Mice Model

The above experiments demonstrated that I-BET inhibits the cytokine-induced apoptosis of pancreatic β-cells in vitro. We further determined if this protection applies to a well-established T1D model induced by multiple low-dose STZ injections [50]. STZ enters the pancreatic β-cells by Glut-2 transporter and causes DNA damage and subsequent apoptosis of β-cells. When administered at a higher dose of 100–200 mg/kg body weight, STZ-induced β-cell apoptosis is rapid and leads to profound diabetes. However, a multiple low-dose STZ regimen (30–50 mg/kg body weight daily for 5 days), often used to model immune-mediated T1D, induces oxidative stress, DNA damage, and an inflammatory reaction leading to a more gradual β-cell death [51,52]. Hence, we used this model of immune-mediated diabetes to study the anti-apoptotic effect of I-BET. I-BET or vehicle control (VC) was administered (30 mg/Kg by gavage once daily) for four weeks to mice that received low-dose daily STZ five times at 50 mg/kg (Figure 6A). Weekly fasting blood glucose levels were measured to assess the effect of I-BET treatment, and strikingly, we observed a significant improvement in fasting hyperglycemia in the I-BET-treated group (Figure 6B). The body weight and fasting insulin levels of I-BET-treated mice (STZ + I-BET), however, did not differ from those of the control STZ group (STZ + VC), which were reduced as compared to vehicle control (VC), as expected (Figure S4A,B). The glucose tolerance test revealed significantly lower glucose levels at 30 min following glucose injection in the STZ+I-BET compared to STZ + VC (Figure S4C). However, insulin levels did not differ between these groups (Figure S4D), suggesting that I-BET did not augment GSIS in vivo at this late stage. Interestingly, the apoptosis of pancreatic β-cells induced by STZ was significantly decreased by I-BET (Figure 6C,D), consistent with the effects seen in INS-1 cells. However, no difference in the β-cell area and islet size was observed (Figure S4E,F). Together, these data indicated that I-BET, though unable to rescue insulin secretion in vivo, was sufficient to prevent inflammation-induced apoptosis and preserve the β-cell area in the T1D model, as seen in vitro upon chronic cytokine exposure.

## 4. Discussion

Inflammation and cytokine-induced β-cell dysfunction and apoptosis are central mechanisms in the pathogenesis of T1D [1,2,3]. However, no targeted therapies are available in clinical practice that protect β-cells from cytokine-induced damage. In this study, we demonstrate that I-BET, a BET inhibitor, specifically affects β-cells by antagonizing the NF-κB pathway, protecting against cytokine-induced dysfunction and cell death both in vitro and in vivo (Figure 7).

Cytokine exposure induces the repression of genes critical for insulin secretion, including *Pdx1* and *MafA,* and severe β-cell dysfunction [53]. Here, we show that BET inhibition improved β-cell function by augmenting *Pdx1*, *MafA*, and *Pax6* gene expression, which is critical for maintaining β-cell secretory function. Interestingly, some genes, such as *Nkx2.2* and *Nkx6.1*, were not responsive to I-BET. This indicates that bromodomain-dependent regulatory pathways in β-cells are specific or have potential differential susceptibility to these genes in I-BET regulation.

NF-κB signaling is the major pathway responsible for β-cell apoptosis [41,42], particularly in T1D pathogenesis. Many studies in various tissues undergoing inflammation demonstrated NF-κB activation that can be modulated by bromodomain proteins and display responsiveness to I-BET suppression [54,55,56,57]. To date, these effects of I-BET have not been tested in β-cells. Brd4, an I-BET target, is known to co-activate NF-κB signaling by interacting with acetylated RelA (p65) to promote its stability and transactivation activity in cancer cells [55,58]. I-BET has also been shown to disrupt this binding in β-cells [43], where it regulates *NOS2* expression. Transcriptomic analysis of islets from NOD mice treated with I-BET revealed differential expression of NF-κB targets [22], suggesting that BET proteins regulate at least a subset of NF-κB target genes in β-cells. Herein, we identify a potential mechanism of I-BET action in protecting β-cells from cytokine-induced dysfunction and apoptosis through inhibiting IKKA/B and IκB-mediated p65 (RelA) phosphorylation which is required for NF-κB translocation and transactivation. Our findings in β-cells are consistent with the effects of BET inhibition in cell types such as B cells, synoviocytes involved in rheumatoid arthritis, and microglia cells [59,60,61]. In addition to regulating phospho-p65 (RelA), there are other potential mechanisms by which I-BET treatment may suppress NF-κB signaling. BET inhibitors can inhibit the binding of Brd4 to acetylated RelA in a dose-dependent manner, a critical step in the formation of the RelA: P-TEFb transcription–activation complex [58,62]. Another mechanism could prevent the formation of RelA-dependent super-enhancers required to activate the cytokine-inflammatory pathways [63]. The identification and regulation of these additional mechanisms warrant future studies.

In addition to NF-κB, I-BET is also shown to regulate the Foxo1 pathway by increasing its expression and its downstream mediator Sod1 (superoxide dismutase 1), which is an anti-oxidant enzyme and protects cells from oxidative stress [64,65]. Foxo1 is crucial for β-cell growth and function in response to various kinds of stress [49]. Tan et al. also show that the knockdown of Brd4 increases *Foxo1* mRNA and protein similar to JQ1 in prostate cancer [66], indicating Brd4-mediated inhibition of Foxo1 transcription. Thus, an increase in Foxo1 function by I-BET reveals its diverse mechanistic insight in preventing apoptosis. I-BET is known to reduce oxidative stress [48] and is likely to play a similar role in mitigating oxidative stress by acting via the Foxo1 signaling pathway as an additional mechanism in preventing cytokine-induced apoptosis of β-cells.

Despite β-cell dysfunction induced by 8 h of cytokine exposure, an increase in apoptosis required prolonged exposure for 24 h, indicating that apoptosis is a late event of cytokine-induced β-cell dysfunction. However, with the onset of cytotoxicity and apoptosis after 24 h cytokine exposure, I-BET could not rescue cytokine-induced β-cell dysfunction, including insulin secretion and related β-cell gene expression. This inability of I-BET to improve β-cell function after prolonged cytokine induction could underlie the modest glycemic response and the failure to rescue the loss of insulin secretion during the GTT in our STZ-diabetic mice. Notably, similar to the in vitro studies, I-BET successfully prevented apoptosis in the STZ-diabetic mice, which may have translational value in early human T1D management. A limitation of the current study is that systemic administration of I-BET to STZ-induced diabetic mice may regulate infiltrating immune cells in the islets and other cell types in ameliorating hyperglycemia. Hence, the in vivo effects of I-BET may not be attributable only to the cell-autonomous effects of I-BET in β-cells. Though the studies in INS-1 cells strongly support the cell-autonomous effects of I-BET in β-cells in vivo, similar experiments in mice with selective genetic deletion of specific BET proteins or the design of specific inhibitors to the individual BET proteins may provide more definitive support.

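Most NF-kB and interferon genes that were higher with cytokines did not pass 1.5-fold back when I-BET was added, and some were higher still. Ccl2, a chemokine that attracts monocytes, was at 0.140 FPKM in VC, 5.57 in CCVC and 20.0 in CCIB, and the mitochondrial dismutase gene Sod2 at 69.8, 383 and 817. Lcn2, which encodes lipocalin 2, was listed at 0 in VC and stood at 6.50 FPKM in CCVC and 22.9 in CCIB. Ccl20 (0.0178 FPKM in VC, 6.00 in CCVC and 1.44 in CCIB), Cd40 (0.712, 9.88 and 5.48), Cd83 (8.09, 26.3 and 13.5) and Myc (86.7 in CCVC and 48.4 in CCIB) went the other way. Of 42 NF-kB target genes, 36 were higher in CCVC than in VC and none was lower, with a median log2 ratio of 2.21. Of these 36, 9 were 1.5-fold or more higher again in CCIB than in CCVC and 4 were lower, and the median log2 ratio of CCIB to CCVC of the 42 was 0.11. Of 52 interferon response genes, 41 were higher with cytokines and none was lower, and in CCIB 2 of them were higher still, Gbp2 (105 FPKM in CCVC and 252 in CCIB) and Cxcl11 (339 and 552), while Irgm was lower (13.1 and 7.21). Of the proteasome genes, the 3 genes that were higher with cytokines, Psmb8, Psmb9 and Psmb10, encode subunits of the immunoproteasome, and none of the 28 passed 1.5-fold between CCIB and CCVC. Genes of cholesterol synthesis were lower with cytokines in 11 of 23 cases and lower in CCIB than in CCVC in 10, with 4 lower in both, and median log2 ratios of -0.53 and -0.52. Hmgcs1, an early enzyme of the pathway, was at 43.2 FPKM in VC, 39.3 in CCVC and 20.8 in CCIB. The medians of the NF-kB list lay at the 100.0 percentile of random lists for CCVC to VC and the 99.8 percentile for CCIB to CCVC, and those of the cholesterol list at the 0.0 percentile for both.

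**Figure D3:**
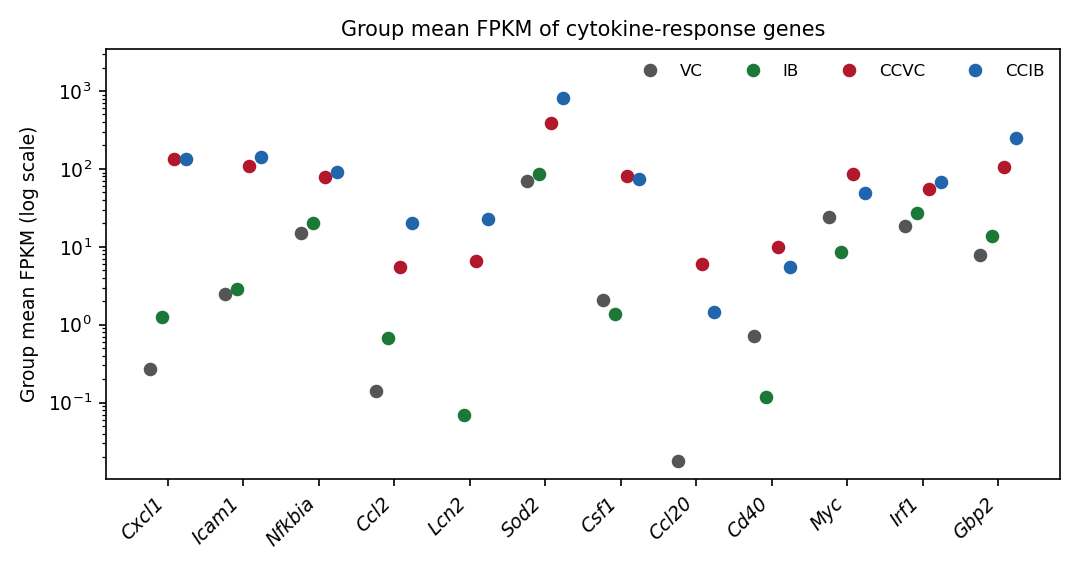
Points give the mean FPKM of each group on a log axis for 12 genes of the cytokine response, in grey for VC, green for IB, red for CCVC and blue for CCIB. Groups at 0 (Lcn2 in VC and Ccl20 in IB) have no point, Ccl2 and Sod2 are highest in CCIB, and Ccl20, Cd40 and Myc are lower in CCIB than in CCVC. Nfkbia and Irf1 were chosen for the figure after their values were seen.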

Global transcriptomic analysis revealed that I-BET prevented many but not all transcriptomic changes induced by cytokine exposure. This could result from the differential dependence of cytokine-induced transcriptional changes on BET-dependent or BET-independent mechanisms or may depend on the specific roles of bromodomain proteins, such as Brd2 or Brd4. Thus, a combination of BET-inhibiting agents may be needed to fully repress the deleterious effects of cytokines. The current study was not designed to determine the relative role of the various BET proteins in the protective effect of I-BETs. However, the rational design of specific BET inhibitors that affect BET proteins differently could prove more efficacious in mitigating β-cell dysfunction and death in immune-mediated diabetes.

## Figures and Tables

**Figure 1:**
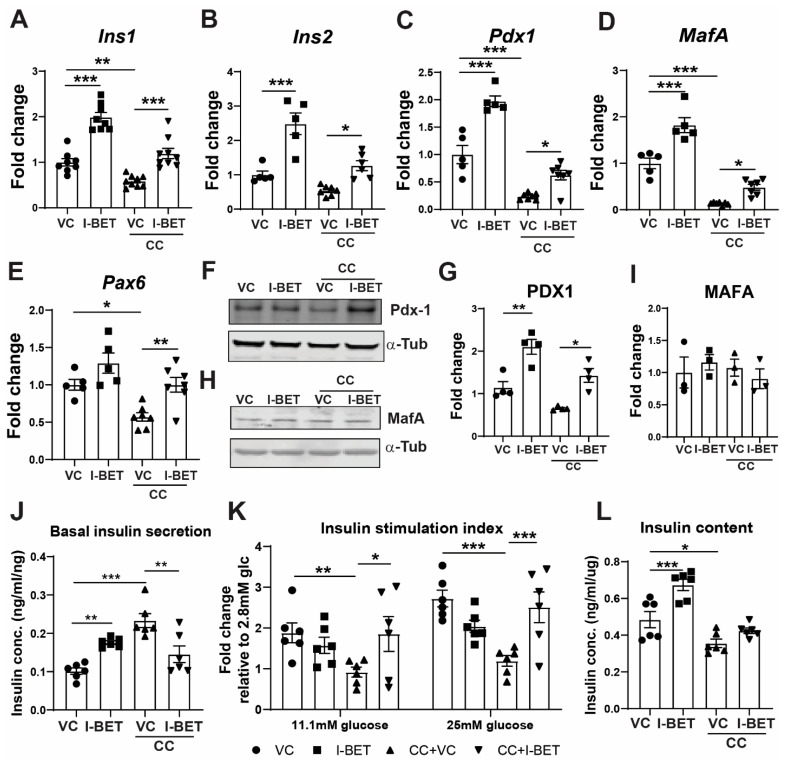
I-BET protects against cytokine-induced β-cell dysfunction. INS-1 cells were pre-treated with I-BET or VC (vehicle control) for 48 h, and then a cytokine cocktail (CC) was added for another 8 h. (**A**–**E**) Gene expressions by RT-qPCR of (**A**) *Ins1*, (**B**) *Ins2*, (**C**) *Pdx1*, (**D**) *MafA*, and (**E**) *Pax6* are shown after normalization to the housekeeping gene as a fold change over VC. (**F**–**I**) The protein level by Western blotting and the quantification by densitometry of 4 independent experiments are shown for Pdx1 (**F**,**G**) and MafA (**H**,**I**) and represented as a fold change over VC. α-Tubulin was used as a loading control. (**J**,**K**) The secreted insulin from INS-1 cells in basal 2.8 mM glucose (**J**) and after incubation in indicated glucose concentrations (**K**) is shown. Insulin secretion is represented as an insulin stimulation index (**K**) as a fold change over the respective levels from the basal 2.8 mM glucose. (**L**) Insulin content is measured in INS-1 cell lysates normalized to cellular DNA. The data are represented as mean ± sem (n = 3–7) with at least three independent experiments. Statistical significance was calculated using one-way ANOVA; *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05.

**Figure 2:**
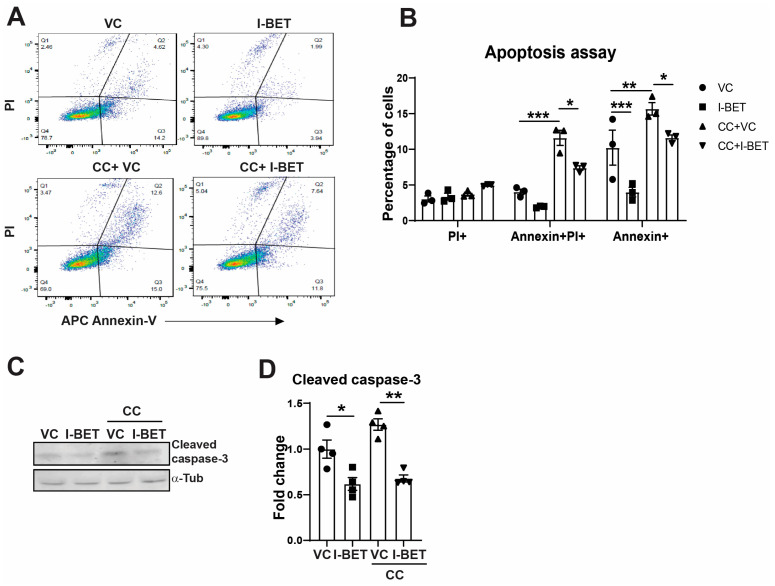
I-BET protects against cytokine-induced β-cell apoptosis in vitro. (**A**,**B**) INS-1 cells pre-treated with I-BET or VC (vehicle control) for 48 h and then exposed to a cytokine cocktail for another 24 h were evaluated by PI and AnnexinV staining by flow cytometry with appropriate controls. The representative dot plot is shown in (**A**) for the four groups, and the quantitation of early (Annexin+) and late (Annexin+ PI+) apoptotic cells from three independent experiments is shown in (**B**). (**C**,**D**) The protein level of caspase-3 is shown by Western blotting, and the quantification by densitometry of 4 independent experiments is represented as a fold change over VC. α-Tubulin was used as a loading control. The data are described as mean ± sem (n = 3–4) with at least three independent experiments. Statistical significance was calculated using two-way (**B**) or one-way ANOVA (**D**); *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05.

**Figure 3:**
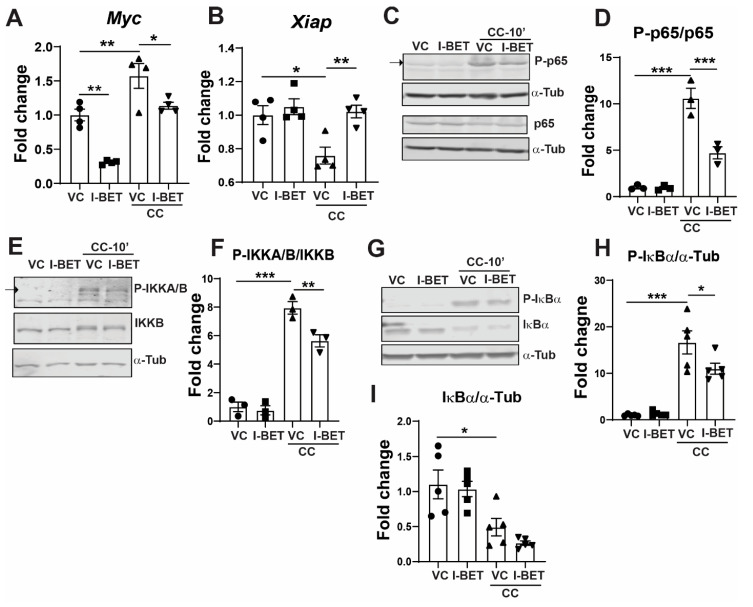
I-BET mediates its effect by antagonizing NF-kB pathway activation. (**A**,**B**) The expression of NF-kB target genes—*Myc* and *Xiap*—by RT-qPCR shown after normalization to the housekeeping gene as a fold change over VC. (**C**–I) The phospho-protein and protein level by Western blotting and the quantification by densitometry of 3-4 independent experiments are shown for p65 (**C**,**D**), IKKA/B (**E**,**F**), and IκBα (**G**–**I**). α-Tubulin was used as a loading control. Quantitation from densitometry is represented as a fold change over VC. The data are described as mean ± sem (n = 3–4), with at least three independent experiments. Statistical significance was calculated using one-way ANOVA; *** *p* < 0.001, ** *p* < 0.01, * *p* <0.05.

**Figure 4:**
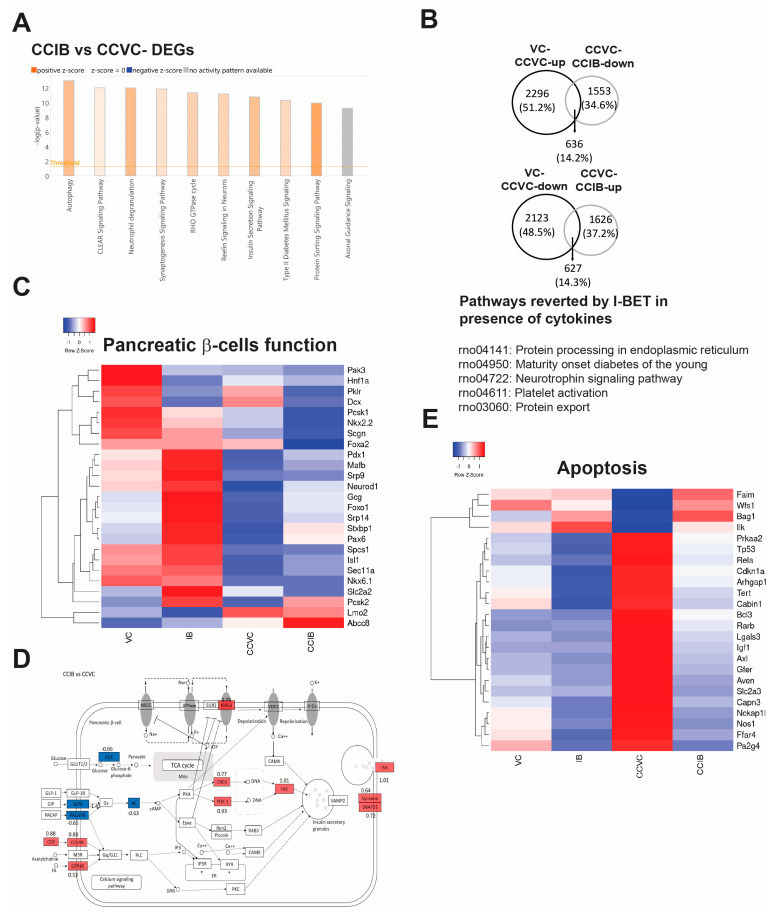
Global transcriptomic changes after I-BET rescues the cytokine-induced changes in INS-1 cells. RNA-Seq analysis from INS-1 cells treated with I-BET or vehicle control (VC) under short (8 h) exposure to the cytokine cocktail (CC). (**A**) The top 10 enriched pathways of differentially expressed genes (DEGs) between CCIB and CCVC, as determined by IPA. The colors orange and grey depict positive and zero z-scores, respectively. The shades of orange represent stronger correlation with deeper color. (**B**) The Venn diagram illustrates the genes that were reverted by I-BET in the presence of cytokines. Subsequently, we have the top 5 enriched pathways from those genes as determined by DAVID analysis. (**C**) A heatmap of pancreatic β-cell function genes that were reverted by I-BET with cytokines. Red and blue indicate up- and down-regulated Z-score-normalized gene expression. (**D**) The insulin secretion pathway was also among the differentially regulated pathways between CCIB and CCVC. Red and blue represent the up- and down-regulated genes based on their log2 fold change. (**E**) A heatmap of apoptosis-relevant genes regulated by I-BET, where red and blue indicate up- and down-regulated Z-score-normalized gene expression.

**Figure 5:**
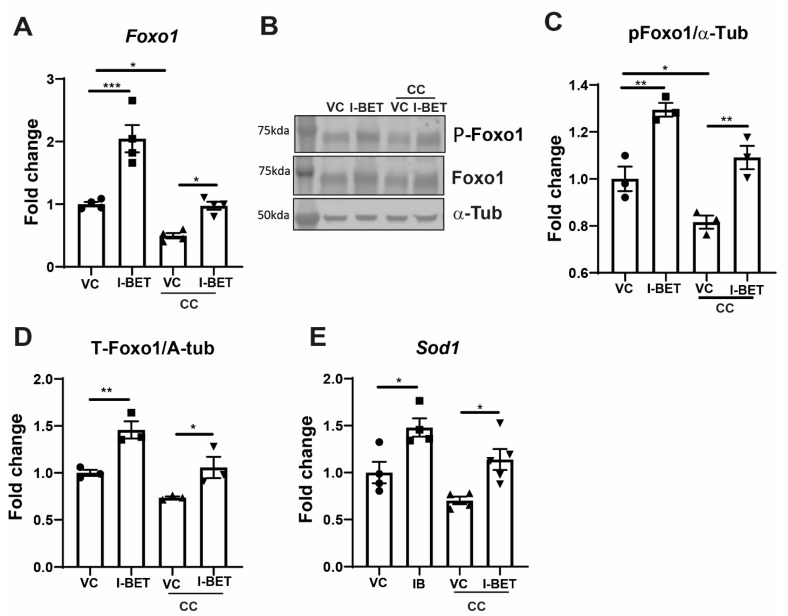
I-BET prevents cytokine-mediated suppression of Foxo1. (**A**) The expression of *Foxo1* mRNA in INS-1 cells was induced by cytokine cocktails (CCs) in 8 h as determined by qRT-PCR and normalized by loading control with respect to VC. (**B**–**D**) The protein level of phosphorylated Foxo1 and total Foxo1, along with loading control (alpha-tubulin (α-Tub)) is shown in (**B**). Its respective densitometry is represented in (**C**,**D**). (**E**) The Foxo1 target gene *Sod1*’s expression was measured in the same condition using qRT-PCR and normalized by loading control and VC. The data are represented as mean ± sem (n = 3–4), with at least three independent experiments. Statistical significance was calculated using one-way ANOVA; *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05.

**Figure 6:**
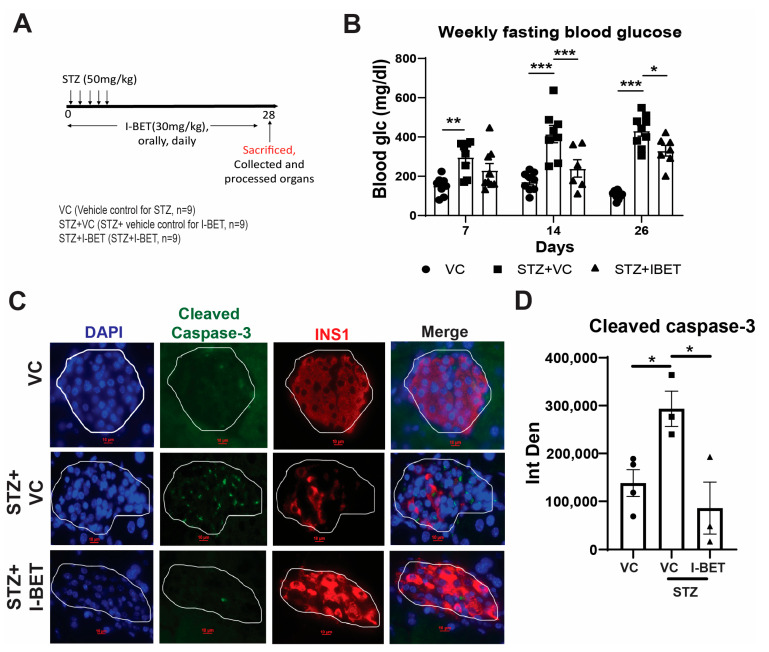
I-BET protects against cytokine-induced β-cell apoptosis in vivo. (**A**) An experimental scheme using the multiple low-dose STZ mouse model was used. (**B**) Fasting blood glucose level (n = 9 mice/group). (**C**,**D**) Representative sections (**C**) from the pancreas stained for cleaved caspase-3 (green), insulin (red), and DAPI (blue) are shown. The scale bar is 10 µm. The quantitation of cleaved caspase-3 signal from insulin-positive β-cells in each islet is shown (**D**) with n = 4 mice/group with 2-3 slides for each mouse. The data are represented as mean ± sem. Statistical significance was calculated using two-way ANOVA; *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05.

**Figure 7:**
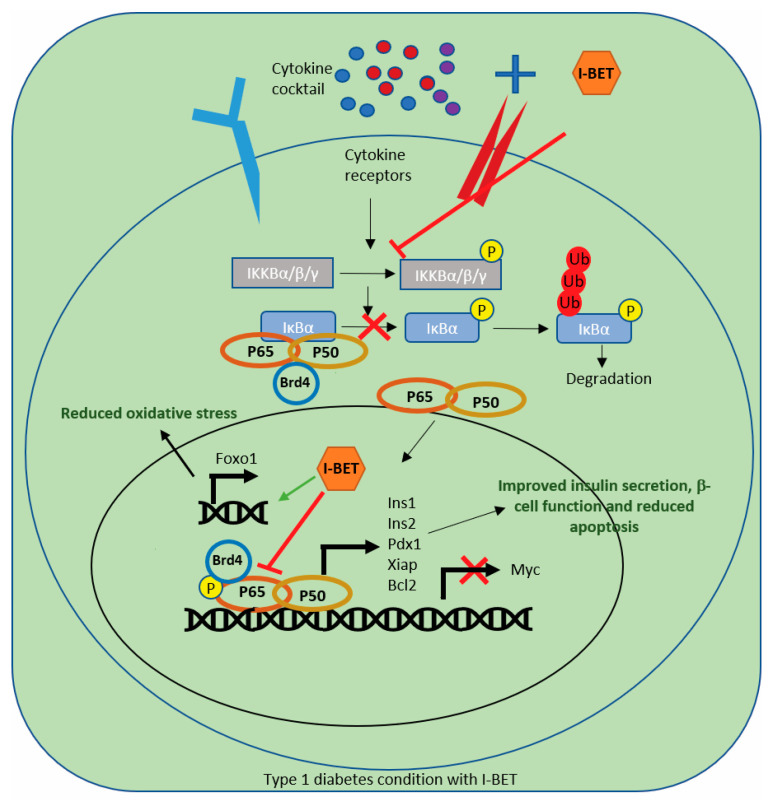
I-BET protects against cytokine-induced apoptosis by antagonizing NF-kB signaling. Under inflammation, cytokines bind to their receptors, leading to the phosphorylation of IKKA/B, which in turn leads to the phosphorylation and degradation of IκBα, relieving p65 inhibition. Phospho-p65 then translocates to the nucleus, interacting with BRD proteins and regulating NF-κB target gene transcription, including the repression of β-cell function-related genes such as INS-1, Ins2, and *Pdx1*, and anti-apoptotic genes (*Xiap),* and the activation of inflammatory genes such as *Myc*, leading to reduced insulin secretion, β-cell dysfunction, and ultimately apoptosis. However, when treated with I-BET, the phosphorylation of IKKA/B, IκBα, and p65 is reduced, inhibiting the binding of BRD to p65, indicating an overall decrease in NF-κB pathway activity, reversing the gene expression alterations, improving β-cell function, and reducing apoptosis. Additionally, I-BET-regulated Foxo1 expression and its downstream target Sod1 reduce oxidative stress.

## Data Availability

Parts of this study were presented in abstract form at the 80th Scientific Sessions of the American Diabetes Association (https://doi.org/10.2337/db20-2036-P, accessed date 10 June 2024). A non-peer-reviewed previous version of this article was posted on the BioRxiv preprint server (MS ID#: BIORXIV/2020/363408) on 5 November 2020.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13131108/s1, Figure S1. Gene expression changes with I-BET at 8 h of cytokine exposure. INS-1 cells were induced with cytokine cocktail for 8 h, and (A–C) Gene expression of (A) *Pax4*, (B) *Nkx2.2*, (C) *Nkx6.1* were measured using qRT-PCR and shown here after normalization to housekeeping gene as a fold change over VC (vehicle control). (D,E) Annexin V-PI staining was analyzed by flow cytometry and represented by a dot plot in D, and its quantitation is shown in E. The data is represented as mean ± sem (n = 5–6), with at least three independent experiments. Statistical significance was calculated using one-way ANOVA; *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05. Figure 2. I-BET does not rescue cytokine-induced decrease in β-cell function at 24 h. (A–D) Gene expression by RT-qPCR of (A) *Ins1*, (B) *Ins2*, (C) *MafA*, and (D) *Pdx1* are shown after normalization to housekeeping gene as a fold change over VC. (E–G) The secreted insulin from INS-1 cells in basal 2.8 mM glucose (E) and after incubation in indicated glucose concentrations (F) is shown. Insulin secretion is represented as insulin stimulation index (F), a fold change over the respective levels of basal 2.8 mM glucose. (G) Insulin content measured in INS-1 cell lysates normalized to cellular DNA. The data is represented as mean ± sem (n = 3), with at least three independent experiments. Statistical significance was calculated using one-way ANOVA; *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05. Figure S3. Pathways altered by I-BET in the absence and presence of cytokines. (A) Heatmap representing the differentially expressed genes among all fours groups- VC, IB, CCVC, and CCIB. Red and blue indicate up- and down- regulated normalized Z-score expression. (B) Pathways altered by cytokines (CCVC vs. VC) and by I-BET in the presence of cytokines (CCIB vs CCVC) were determined using David pathway enrichment. Furthermore, they were compared to determine pathways unique and common to both conditions. Figure S4. Effect of I-BET on multiple low dose STZ mouse model of T1D. (A) Body weight (B) Plasma insulin level in fasted mice in indicated groups. (C,D) Glucose tolerance test (GTT) in fasted mice with glucose (C) and insulin (D) levels at indicated time points. (E,F) The beta cell area and islet size were determined in these mice using ImageJ. The data is represented as mean ± sem (n = 9). Statistical significance was calculated using two-way ANOVA; *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05 for STZ + VC and STZ + I-BET group and # < 0.05 for VC and STZ + VC group. Supplementary Table S1. List of Primers used.

# Supplementary material for: Bromodomain Protein Inhibition Protects β-Cells from Cytokine-Induced Death and Dysfunction via Antagonism of NF-κB Pathway
**Source:** Cells. 2024 Jun 26;13(13):1108. doi: 10.3390/cells13131108
**Supplement:** Supplementary file 1

Bromodomain Protein Inhibition Protects β-Cells from
Cytokine-Induced Death and Dysfunction via Antagonism of NF-κB Pathway

Vinny Negi ^1^, Jeongkyung Lee ^1^, Varun Mandi ^1^, Joseph Danvers ^1^, Ruya Liu ^1,†^, Eliana M. Perez-Garcia ^1^, Feng Li ^1^, Rajaganapati Jagannathan ^2^, Ping Yang ^1^, Domenic Filingeri ^1^, Amit Kumar ^1^, Ke Ma ^3^, Mousumi Moulik ^2^
and Vijay K. Yechoor ^1,^*

Pittsburgh, Pittsburgh, PA 15203, USA;  (V.N.);  (J.L.);

Pittsburgh, Pittsburgh, PA 15260, USA;  (R.J.);  (M.M.)

Baltimore, MD 21201, USA.

Online Supplement

**Supplementary Figure S1. Gene expression changes with I-BET at 8h of cytokine exposure.** INS-1 cells were induced with cytokine cocktail for 8 h, and (A–C) Gene expression of (A) *Pax4*, (B) *Nkx2.2*, (C) *Nkx6.1* were measured using qRT-PCR and shown here after normalization to housekeeping gene as a fold change over VC (vehicle control). (D,E) Annexin V-PI staining was analyzed by flow cytometry and represented by a dot plot in D, and its quantitation is shown in E. The data is represented as mean ± sem (n = 5–6), with at least three independent experiments. Statistical significance was calculated using one-way ANOVA; *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05.

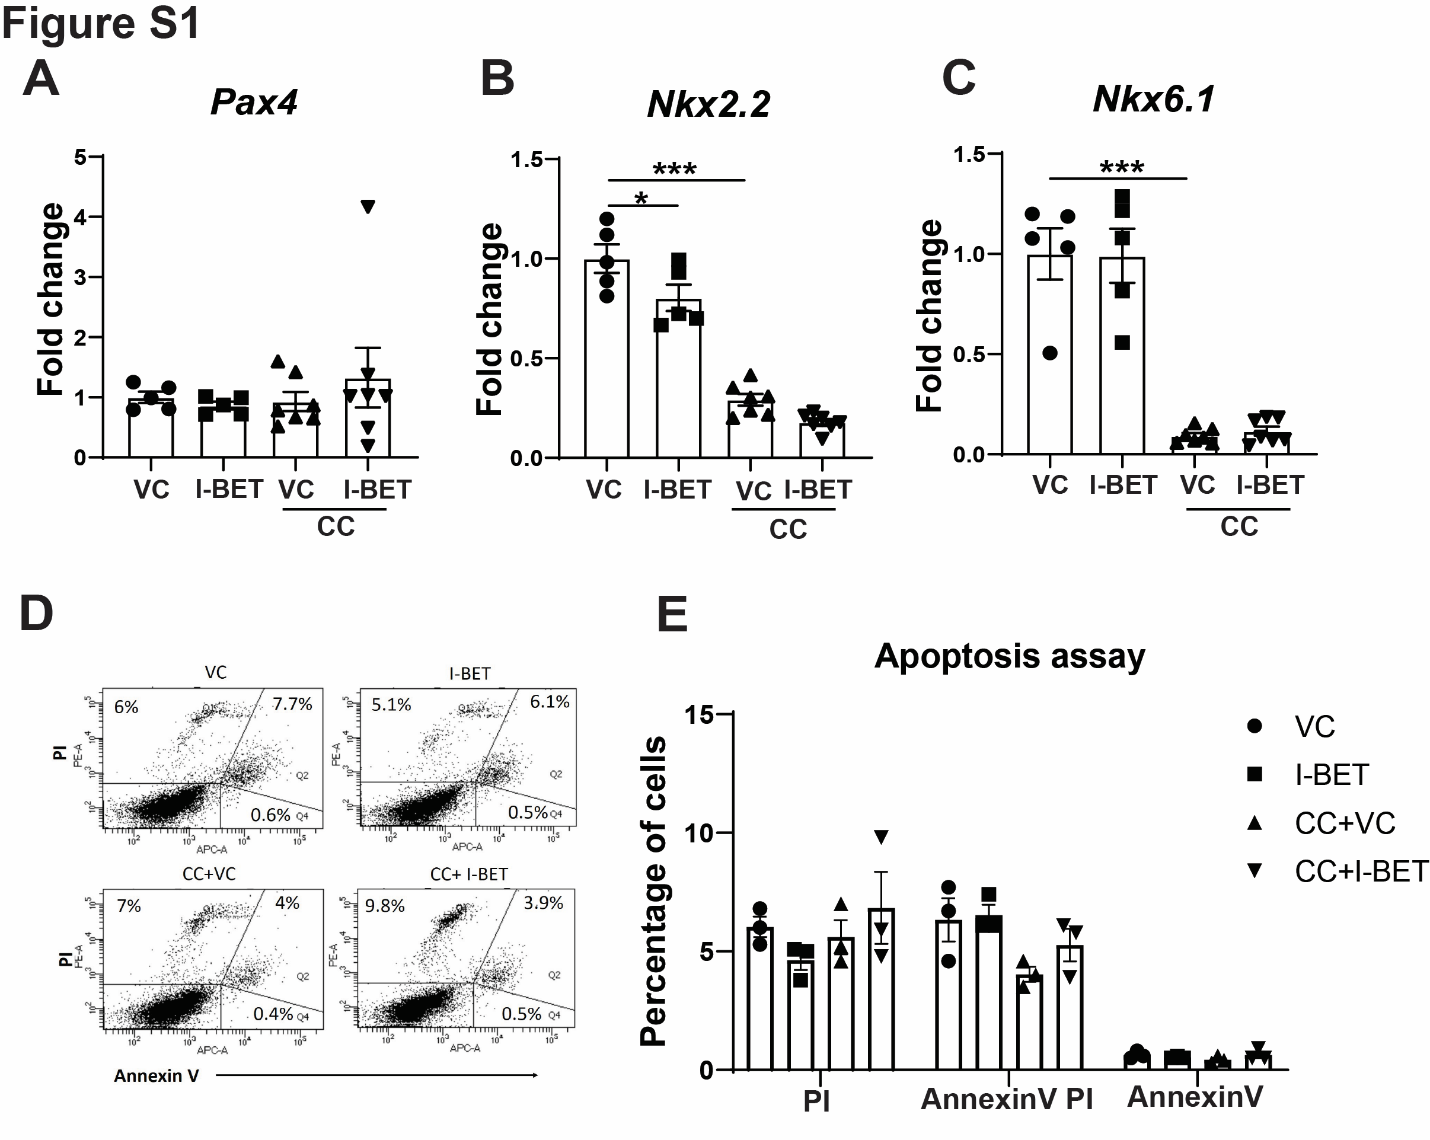

**Supplementary** **Figure S2. I-BET does not rescue cytokine-induced decrease in β-cell function at 24h. (A–D)** Gene expression by RT-qPCR of (**A**) *Ins1*, (**B**) *Ins2*, (**C**) *MafA*, and (D) *Pdx1* are shown after normalization to housekeeping gene as a fold change over VC. (**E–G**) The secreted insulin from INS-1 cells in basal 2.8 mM glucose (E) and after incubation in indicated glucose concentrations (F) is shown. Insulin secretion is represented as insulin stimulation index (F), a fold change over the respective levels of basal 2.8 mM glucose. (**G**) Insulin content measured in INS-1 cell lysates normalized to cellular DNA. The data is represented as mean ± sem (n = 3), with at least three independent experiments. Statistical significance was calculated using one-way ANOVA; *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05.

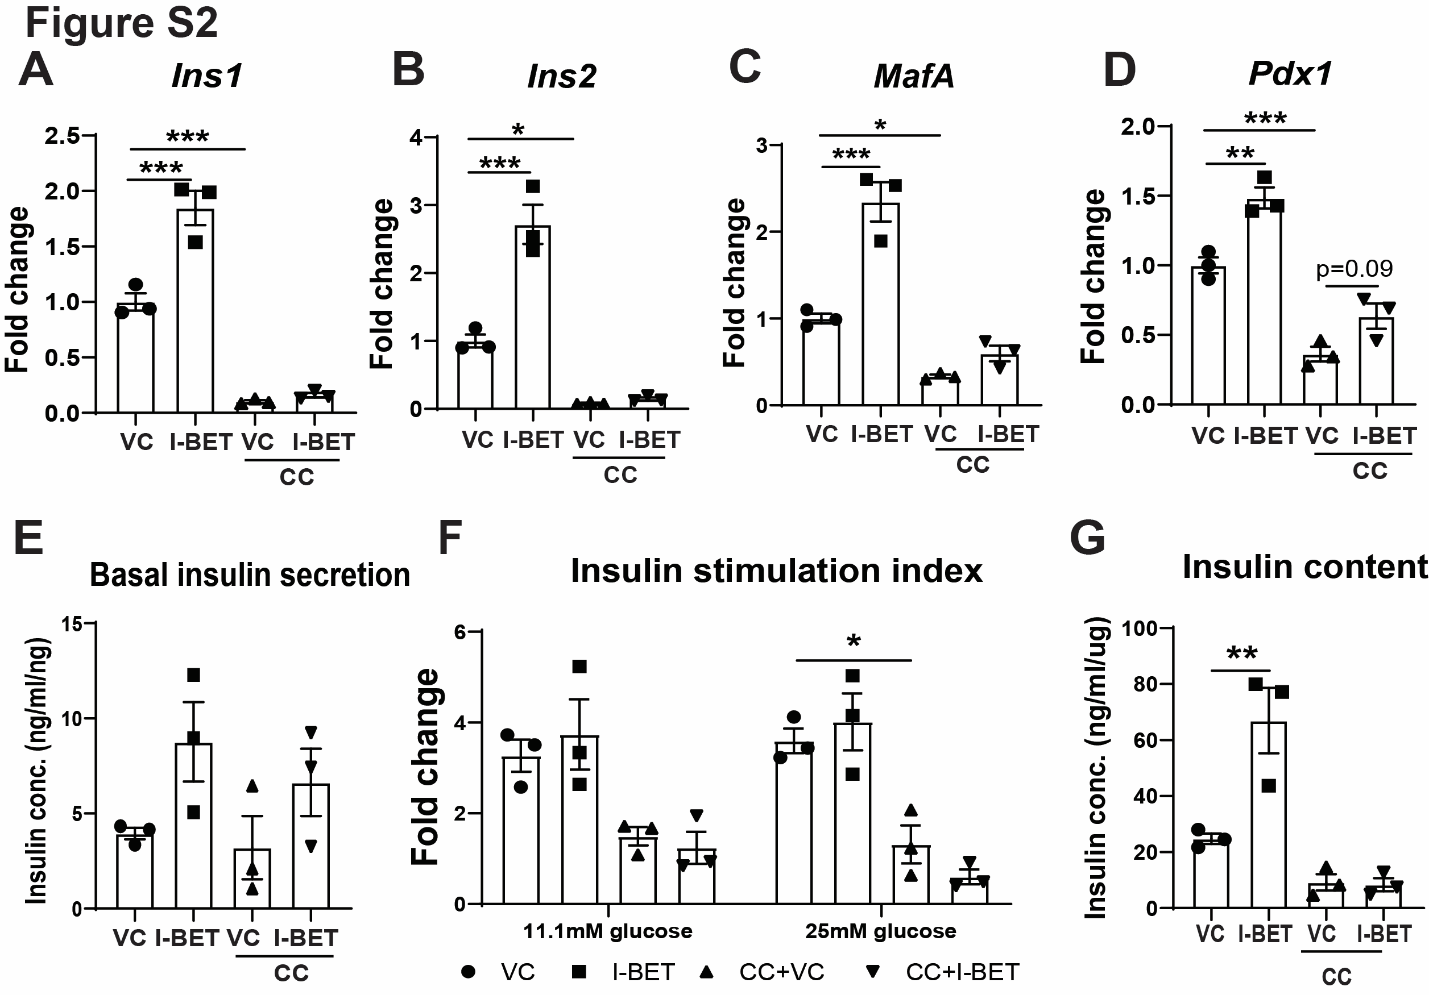

**Supplementary** **Figure S3. Pathways altered by I-BET in the absence and presence of cytokines.** (**A**) Heatmap representing the differentially expressed genes among all fours groups- VC, IB, CCVC, and CCIB. Red and blue indicate up- and down- regulated normalized Z-score expression. (**B**) Pathways altered by cytokines (CCVC vs VC) and by I-BET in the presence of cytokines (CCIB vs CCVC) were determined using David pathway enrichment. Furthermore, they were compared to determine pathways unique and common to both conditions.

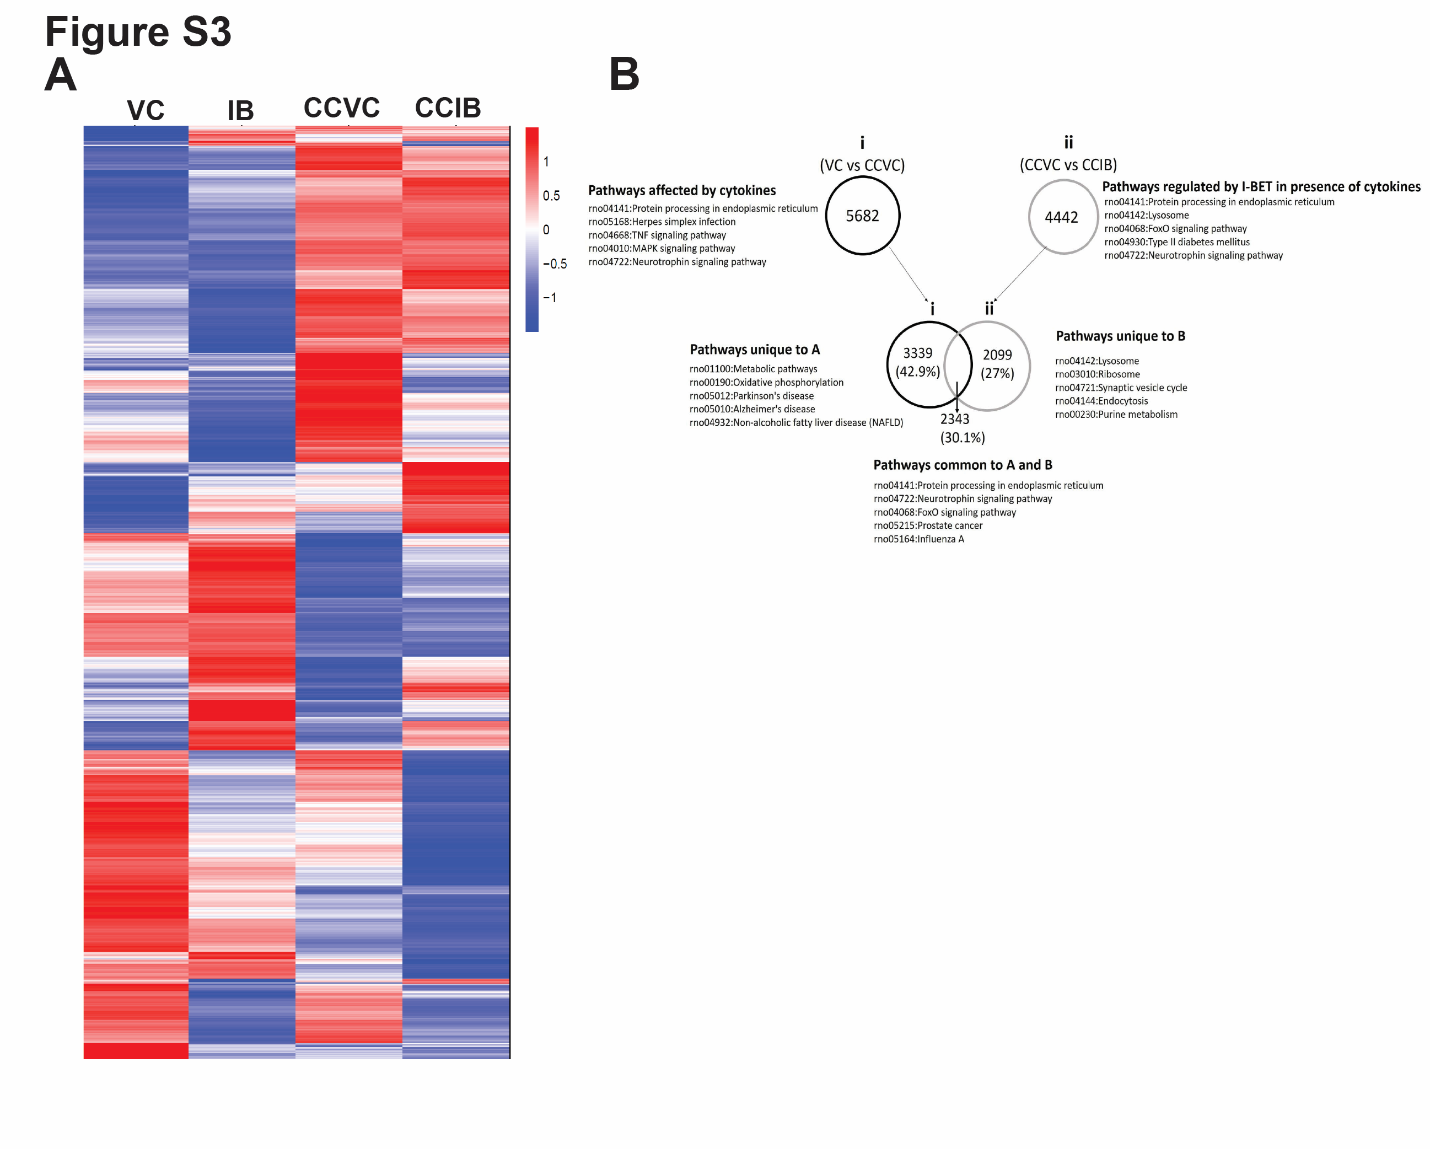

**Supplementary Figure S4.** **Effect of I-BET on multiple low dose STZ mouse model of T1D.** (**A)** Body weight **(B)** Plasma insulin level in fasted mice in indicated groups. **(C-D)** Glucose tolerance test (GTT) in fasted mice with glucose (C) and insulin (D) levels at indicated time points. (**E-F**) The beta cell area and islet size were determined in these mice using ImageJ. The data is represented as mean ± sem (n = 9). Statistical significance was calculated using two-way ANOVA; *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05 for STZ + VC and STZ + I-BET group and # < 0.05 for VC and STZ + VC group.

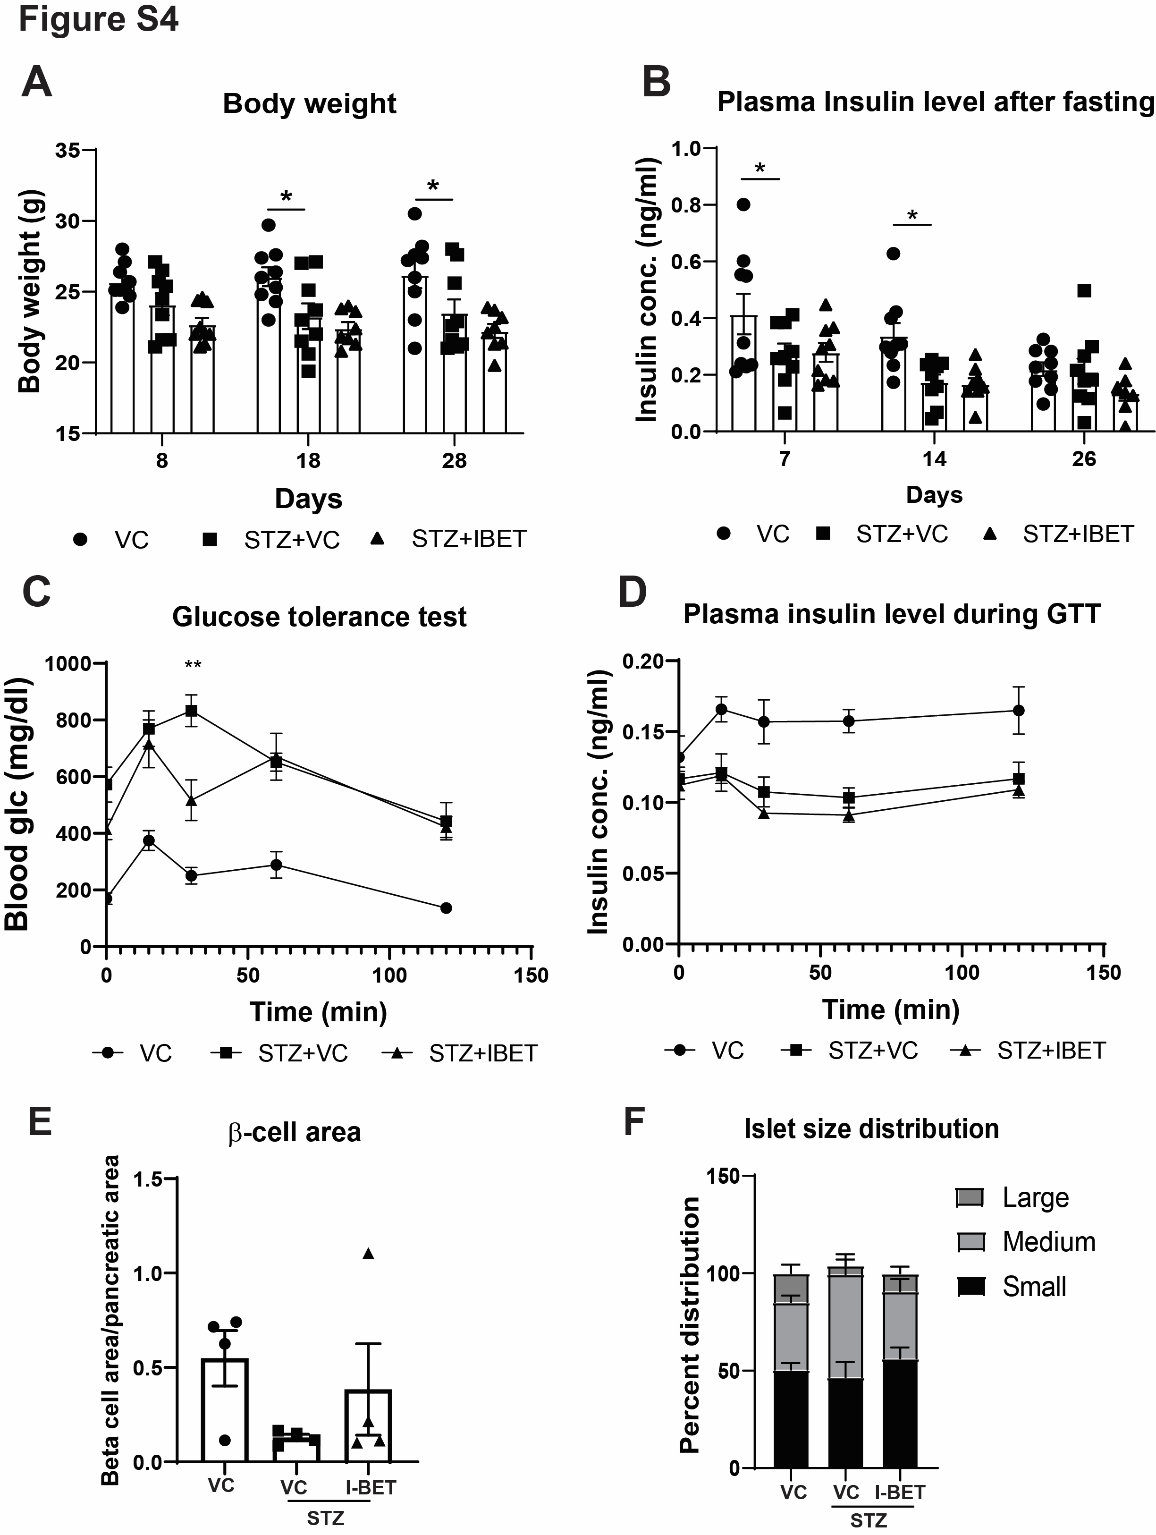

**Supplementary Table S1.** List of Primers used.

| **S.No.** | **Gene name** | **Primer name** | **Sequence** |
| --- | --- | --- | --- |
| 1. | Insulin 1 | rt-Ins1-FP | ACAGCACCTTTGTGGTCCTC |
| 2. |  | rt-Ins1-RP | GTGCAGCACTGATCCACAAT |
| 3. | Insulin 1 | rt-Ins2-FP | TGTGGTTCTCACTTGGTGGA |
| 4. |  | rt-Ins2-RP | ATGCTGGTGCAGCACTGA |
| 5. | Pancreatic and Duodenal Homeobox 1 | rt-Pdx1-FP | AGCTCACGCGTGGAAAAG |
| 6. |  | rt-Pdx1-RP | GTACGGGTCCTCTTATTCTCCTC |
| 7. |  | hu-Pdx1-FP | GGAAAACCCGCTCTCTCAGG |
| 8. |  | hu-Pdx-1-RP | CCAAGGTGGAGTGCTGTAGG |
| 9. | MAF BZIP Transcription Factor A | rt-Mafa-FP | AGCAAGGAGGAGGTCATC |
| 10. |  | rt-Mafa-RP | CGTATTTCTCCTTGTACAGG |
| 11. |  | hu-Mafa-FP | AGAGCGAGAAGTGCCAACTC |
| 12. |  | hu-Mafa-RP | TTGTACAGGTCCCGCTCTTT |
| 13. | Paired Box 6 | rt-Pax6-FP | CCAGTTTTCAGAGCCACGTAT |
| 14. |  | rt-Pax6-RP | ACTCCGCTGTGACTGTTCTG |
| 15. | NK6 Homeobox 1 | rt-Nkx6.1-FP | ATGGGAAGAGAAAACACACCAGAC |
| 16. |  | rt-Nkx6.1-RP | TAATCGTCGTCGTCCTCCTCGTTC |
| 17. | NK2 Homeobox 2 | rt-Nkx2.2-FP | CAGCGACAACCCCTACACTC |
| 18. |  | rt-Nkx2.2-RP | GCTTTGGAGAAGAGCACTCG |
| 19. | Paired Box 4 | rt-Pax4-FP | AGATGTTCCAGTGACACCACA |
| 20. |  | rt-Pax4-RP | CACAGGAAGGAGGGAGTGG |
| 21. | Myc | Rt-Myc-FP | GCTCCTCGCGTTATTTGAAG |
| 22. |  | Rt-Myc-RP | GCATCGTCGTGACTGTCG |
| 23. | Xiap | Rt-Xiap-FP | GCTTGCAAGAGCTGGATTTT |
| 24. |  | Rt-Xiap-RP | TGGCTTCCAATCCGTGAG |

How the deposited data were processed for this re-analysis (not part of the article)

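INS-1 rat insulinoma cells were sequenced in 4 groups of 3 libraries each: vehicle (VC), I-BET762 (IB), cytokines with vehicle (CCVC) and cytokines with I-BET762 (CCIB). The authors prepared the libraries, aligned the reads with HISAT2 and calculated FPKM values per gene, as the methods state, and DESeq2 is named in the deposited processing notes, without versions. The authors deposited 1 table of FPKM values with 4 columns, one per group, and 0 columns of single libraries, for 9694 genes they had called at an adjusted p under 0.05. For the genes of Table S2 at hand, the deposited columns equal the mean of the 3 library FPKM values of that table within 1e-05, for 1747 genes in CCIB and 1752 genes in CCVC. The genome build is not named in the table or the text, and coordinates are given as deposited. In the table, 18 gene names are numbers, 5 rows have no name and 39 names stand on more than 1 row, and these were kept as they are.

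From the group means, log2 ratios were computed after adding a pseudocount of 1 FPKM, for CCVC against VC, IB against VC, CCIB against CCVC, and for the interaction, the last of these minus the second. Genes needed a mean over the 4 groups of at least 1 FPKM, which kept 8795 genes and left out 899, and were counted at 1.5-fold or more in either direction. Since each group is a single column, no test between groups, adjusted p, SD or count of samples behind a direction could be computed, and no gene is said to have changed significantly. The enrichments of the paper were not repeated, because the table holds only genes that the authors had called. A gene outside the table is treated as not listed, not as absent. Genes counted in both of the comparisons that share CCVC were set beside the number for independent lists and beside 200 simulated sets of unchanged groups.

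The groups of genes, the comparisons and the rule for named genes were fixed before the deposited values were examined, while some tests of explanations were chosen later, as stated beside them. There were 23 lists: β-cell transcription factors, insulin granule and exocytosis, glucose sensing and secretagogue signalling, NF-kB targets, interferon response, pro-apoptotic and anti-apoptotic genes, ER protein processing and unfolded protein response, protein export, autophagy and lysosome, antioxidant genes, BET proteins and responses to their inhibitors, ribosomal proteins, oxidative phosphorylation, proteasome, histones, cell cycle, cholesterol synthesis, genes normally kept low in β-cells, and markers of other endocrine, acinar and ductal, mesenchymal and endothelial cells and leucocytes. Each list's median log2 ratio was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, as a description. The genes labelled in Fig. 4C and 4E were counted and given a median, and were not placed among random lists. Named genes are those the paper names for RNA, the labels of these figures, the 10 largest log2 ratios each way per comparison among genes with a symbol and at least 5 FPKM in 1 of the groups compared, and, for a list, its 2 to 4 members with the largest difference in the direction of most members and the largest the other way. The paper's figures and the part of Table S2 at hand had been seen when this rule was written. Syt11, Serpini1, Kcnj11, Atf4, Nfkbia and Irf1 fall outside it and were chosen after their values were seen. Results for a few named genes are not reported here.

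The SD over 3 libraries came from the paper's FPKM values in Table S2, for genes at hand, and exists for CCIB and CCVC only. Library sizes of these groups were derived from the counts and FPKM values of the same table. Alternatives were a pseudocount of 0.1, no minimum, a minimum mean of 5 FPKM, ratios centred on their median, scaling to the upper quartile, criteria of 1.25-fold and 2-fold, the normalized counts of Table S2, and the spread with each library left out. A shift of CCIB against CCVC to the scale of these counts and a replicate block on the libraries of Table S2 were added after the values were seen. The calculations were tested on simulated group means for CCVC against VC with 8795 genes, where 200 of 200 genes with a 4-fold change were recovered, 0 unchanged genes were called and 100 of 100 reverted genes were recovered. The changes were placed in genes of at least 5 FPKM, and the noise was the same at every level and small beside 1.5-fold. The simulation therefore checks the calculation and not the power to find changes in these data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.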

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

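The tests of a shared CCVC error, of inactive I-BET, of stronger stimulation and of shared reads were chosen only after the result was seen, as was the scaling of Table S2, and the other tests were set beforehand.

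Of the genes higher with cytokines, 208 were lower again with I-BET, a set the paper counts but does not test against the shared CCVC group. Chance error in CCVC alone would leave these genes near 0 between IB and VC, and their median log2 ratio there was -0.51. This argues against it as the cause of all 208. Of all 1022 genes lower in CCIB than in CCVC, 616 were lower in IB too. The median therefore cannot speak to the excess over the 142.1 genes that independent lists would share. Genes that moved the same way in both comparisons exceeded independent lists too, with 71 against 41.6 and 150 against 104.6. Error in CCVC pushes the 2 ratios in opposite directions and would not add such genes. An excess of this size thus arises without that error, although part of the excess of the 208 may still come from it. Scaling between groups is also argued against, since the lowest count under the other scalings was 164 on the scale of Table S2, and 171 and 180 under the 2 scalings set beforehand. As a set, the 208 genes were lower with I-BET alone too. In IB against VC, 93 of them were 1.5-fold or more lower and 6 were higher. The 93 lie between the bounds set for either answer, so how far an action of I-BET without cytokines accounts for the set stays open. Of the 60 genes of the opposite set, 32 were 1.5-fold or more higher in IB than in VC and 0 were lower. These 32 genes were thus higher with I-BET whether or not cytokines were present. Whether I-BET opposes the cytokine response itself in other genes of either set stays open. No replicate test was run on the deposited group means.

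Of the NF-kB target genes, 9 of 42 were 1.5-fold or more higher in CCIB than in CCVC, a group of genes the paper does not discuss in these data, although it reports lower NF-kB activation in other experiments. I-BET that failed to act in the CCIB cells is argued against by the correlation across genes of its effects with and without cytokines, 0.76, from comparisons that share no group, with genes that are not independent replicates. A scaling between groups moves all genes alike, so it cannot account for the list's place at the 99.8 percentile of random lists, whose median was -0.07. Whether the level of the list itself is higher in CCIB stays open to scaling. The other scalings tried all raise its median, to 0.16 at the least, and could not have shown a fall. Stronger stimulation of the CCIB cells stays open, because the interferon list had a median of 0.10, between the bounds set for either answer. That median lay at the 99.7 percentile of random lists. On the scale of Table S2 it was 0.21, past the upper bound. That scale adds 0.11 to every ratio alike, so this is no further evidence. The time of cytokine exposure, which the sources give differently, may matter too and was not tested.

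Ins2 followed Ins1 closely, with a highest ratio over the groups 1.13 times the lowest, against a median of 2.98 for 6562 other genes. Reads of Ins1 counted at Ins2 would give such a constant ratio. Shared regulation of the insulin genes would give it too, and few other genes would then keep as constant a ratio. Among the other genes 0.00% did so, and the closest, Cck, had 1.16, so shared regulation stays open as well. The values may therefore hold little information on Ins2 apart from Ins1.

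Of the 52 interferon response genes, which the paper does not discuss, 41 were 1.5-fold or more higher in CCVC than in VC. Lcn2, which the paper does not name, was at 22.9 FPKM in CCIB and listed at 0 in VC. Bhlhe22, also not named in the paper, was at 27.1 FPKM in IB and 3.30 in VC.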

How the results depend on the processing

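The deposited columns are group means that carry no replicate number, so leaving out libraries, a replicate block and DESeq2 were not run on them. In Table S2, CCIB and CCVC share the numbers 3 and 5, and with these 2 pairs as a replicate block, added after the values were seen, 108 genes were higher and 368 lower at 1.5-fold, of 1651 genes the authors had called, against 101 and 365 without it. Deviations from the group mean correlated at 0.28 across genes for the libraries numbered 3 and 0.32 for those numbered 5. These were the 2 highest values, with pairs of unlike numbers at -0.42 to 0.15. Still, 2 pairs do not settle whether a number marks a shared culture. Over all settings, 47 of 76 counts of genes, 431 of 480 list medians and 1066 of 1320 counts within lists (45 of 60 on the scale of Table S2) kept their size within the limits used. No list median that starts past 1.5-fold changed sign, which a count cannot do. Of 7278 values of named genes under the alternatives, 6451 stayed within the spread and 827 moved. With the normalized counts of Table S2, 110 of 159 moved, and with a library left out 0 of 954 moved. Leaving out 1 of 3 libraries shifts a group mean by less than the spread used as the limit. That 0 was therefore all but fixed in advance and shows no stability. Of the 1717 that start past 1.5-fold, 72 no longer passed it and 0 changed sign. A changed pseudocount cannot turn a sign, and the scalings and a left-out library shift these ratios too little. The absence of sign changes is therefore no evidence either. Ratios centred on their median, the upper quartile and no minimum left 10 of 10 gene counts within 1.5 times. Scaling turned the median sign of lists near 0, namely interferon genes and leucocyte markers in IB against VC, and oxidative phosphorylation and antioxidant genes in CCIB against CCVC. The cause was not tested, except that looser and stricter fold criteria and a higher minimum change the number of genes by construction. The spread was widest in genes at 1 to 5 FPKM, whether through depth was not tested, and the depth of VC and IB is unknown.

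With a pseudocount of 0.1, 277 genes had a higher interaction, 95 genes were lower with cytokines and reverted, the acinar and ductal medians were -0.83, -1.17 and -1.02 (CCVC/VC, IB/VC, CCIB/CCVC), and the leucocyte median was 1.58 in CCVC/VC. With no minimum, the median of genes kept low in β-cells was 0.32 in CCVC/VC, the acinar and ductal medians were -0.50, -0.60 and -0.19, and the mesenchymal medians were -0.018 in CCVC/VC and 0.038 in IB/VC. With a minimum mean of 5 FPKM, 581 genes were lower in IB/VC, 619 in CCIB/CCVC, 111 and 125 had a higher and lower interaction, and 101 genes were higher with cytokines and reverted. At that minimum the histone median was 0.11 in IB/VC, those of genes kept low -0.91, 0.20 and 0.27 (fewer genes), acinar and ductal -0.35, -0.60 and -0.19, and Fig. 4E labels 0.29 in CCVC/VC and -0.40 in CCIB/CCVC. At 2-fold, higher and lower counts were 524 and 229 (CCVC/VC), 81 and 291 (IB/VC), 52 and 291 (CCIB/CCVC), 42 and 59 (interaction), with 45 and 9 reverted. At the looser fold criterion they were 2343 and 2249, 1333 and 2194, 1055 and 2373, 667 and 995, with 622 and 295 reverted. The scale of Table S2, added after the values were seen, shifts every CCIB/CCVC ratio by 0.11, with 504 genes higher, 91 lower with cytokines and reverted. On it the medians were 0.27 for β-cell transcription factors, 0.24 for the insulin granule, -0.0615 for glucose sensing, 0.22 for NF-kB, 0.21 for interferon, -0.0458 for pro-apoptotic and 0.15 for anti-apoptotic genes, 0.25 for ER protein processing, 0.22 for protein export, 0.22 for lysosome, 0.0274 for antioxidant, -0.0801 for BET proteins and BET inhibitor response, -0.19 for ribosomal protein, 0.0610 for oxidative phosphorylation, 0.19 for proteasome, 0.34 for histone, -0.17 for cell cycle and -0.41 for cholesterol genes, -0.24 for genes kept low, 0.22 for other endocrine, -0.48 for acinar and ductal, 0.21 for mesenchymal and -0.20 for leucocyte markers, 0.20 for qPCR reference genes, 0.84, 0.15, 0.97 and 0.62 for the genes the paper names for Fig. 1 and S1, Fig. 3 and 5, Fig. 4D and Fig. 4C, and 0.18 and -0.47 for the labels of Fig. 4C and 4E. Leave-one-out medians of the SD were 0.0648 to 0.0904 in CCIB (0.0954 with all) and 0.0695 to 0.0768 in CCVC (0.0890).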

Differences from the paper's values

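The paper counts genes at an adjusted p under 0.05, while the counts here are at 1.5-fold without a test, so thresholds differ. The paper gives 2932 genes higher and 2750 lower in CCVC than in VC, against 1223 and 900 here. It gives 2189 genes higher and 2253 lower in CCIB than in CCVC, against 299 and 1022 here, and 2343 genes in both comparisons, against 489 here. Of the alternatives set before the deposited values were examined, the looser fold criterion brought 4 of these within 1.5 times of the paper's (2343, 2249, 2373 and 1783 here), while for genes higher in CCIB it gave 1055 and no alternative did. All other alternatives set then differ from the paper's counts by more than 1.5 times. The paper states that 14% of the genes lower with cytokines were reverted, against 5.3% of the genes in either list here (6.7% of the genes lower with cytokines), with only the looser criterion (9.8% of either list) within 1.5 times of the paper's. For genes higher with cytokines, 10.2% of the genes in either list here lies within 1.5 times of it (17.0% of the genes higher with cytokines).

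For CCIB against CCVC, the paper's log2 ratio of Pdx1 is about 0.93 in Fig. 4D, read by eye, against 0.83 here and that of Stx1a about 0.64 in Fig. 4D, read by eye, against 0.54. Table S2 of the paper gives 0.44 for Neurod1, 0.50 for Pax6 and 0.72 for Snap25, against 0.34, 0.39 and 0.62 here. Centring on the median and the upper quartile bring all 5 within the spread (Pdx1 0.92 and 0.88), as do normalized counts for the genes of Table S2 (Neurod1 0.45), and a pseudocount of 0.1 brings none. With these scalings, the Ins1 value leaves that of Fig. 4D, which it meets as deposited.

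Of 24 measured genes labelled in Fig. 4C, which the paper shows as altered by cytokines and restored by I-BET, 8 were lower with cytokines at 1.5-fold, and of these 4 were at least slightly higher in CCIB and 2 by 1.5-fold. In CCIB against CCVC, 2 of the 24 were higher, 2 lower and 20 neither, with a median log2 ratio of 0.07. Among those lower in CCIB than in CCVC were Nkx2-2 (log2 ratio -1.10), Pklr (-0.83), Scgn (-0.45), Dcx (-0.45), Slc2a2 (-0.44), Foxa2 (-0.28) and Pak3 (-0.27). Pdx1, Isl1 (0.58), Foxo1 (0.51), Pax6, Neurod1 and Gcg (0.98) were higher in CCIB, which is the paper's direction. Of 17 measured genes in Fig. 4E, 7 were higher with cytokines at 1.5-fold, and all 7 were at least slightly lower in CCIB and 6 by 1.5-fold, which is the direction the paper draws. Arhgap1, drawn there as higher in CCVC, was at 74.4 FPKM in VC and 57.5 in CCVC.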

Other observations

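Ribosomal protein genes had slightly lower medians with I-BET, whether or not cytokines were present. Of 50 measured genes, the median log2 ratio was -0.37 in IB against VC and -0.30 in CCIB against CCVC, each at the 0.0 percentile of random lists, with 1 gene past 1.5-fold in IB and 0 in CCIB, and -0.07 in CCVC against VC. Rpl13a was at 865 FPKM in VC, 619.6 in IB, 829.7 in CCVC and 606 in CCIB, while Rps19 was higher in CCIB (253 FPKM) than in CCVC (191). The 65 genes of oxidative phosphorylation had a median of -0.39 in CCVC against VC, at the 0.0 percentile of random lists, with 6 lower at 1.5-fold, 0 higher and 59 neither. Ndufa11 of complex I was at 253 FPKM in VC, 151 in CCVC and 123 in CCIB. In CCIB against CCVC the median of this list was -0.05, and its sign turned with scaling. Histone genes were lower with cytokines in 6 of 13 cases, with a median of -0.52, among them H2afx, a variant that marks DNA breaks (35.3 FPKM in VC and 15.5 in CCVC), and had medians of 0.26 in IB against VC and 0.23 in CCIB against CCVC. Lysosome and autophagy genes had a median of 0.11 in CCIB against CCVC, and antioxidant genes of -0.04 in CCVC against VC and 0.07 in IB against VC.

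Chac1, a glutathione-degrading enzyme, was at 4.65 FPKM in VC, 26.5 in IB, 71.8 in CCVC and 61.1 in CCIB, and Trib3 at 27.7 in IB. Atf4, a transcription factor of the integrated stress response, was at 157 FPKM in VC, 239 in IB, 360.2 in CCVC and 369 in CCIB, and was chosen after its values were seen. Xiap, an inhibitor of caspases, was at 17.5 FPKM in VC, 15.1 in IB, 21.9 in CCVC and 20.4 in CCIB, within 1.5-fold in all 3 comparisons, while the paper's qPCR, in another experiment, shows it lower with cytokines. Sod1 was at 438 FPKM in VC, 520.5 in IB, 375 in CCVC and 423 in CCIB, and in the paper's Table S2 its libraries overlapped between CCIB and CCVC, at the paper's log2 ratio of 0.27 and adjusted p of 0.00221. Of the qPCR reference genes, Actb was at 1369.8 FPKM in VC, 1158 in IB, 2012 in CCVC and 2144 in CCIB, Gapdh at 1180.3 in VC and 1074 in CCVC, and Rplp0 at 2902 in VC and 2250.1 in IB, none past 1.5-fold in any of the 3 comparisons, and Top1 was not listed.

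Among markers of other endocrine cells, Gcg was at 1239.7 FPKM in IB, above its level in VC, and Gc at 258, below it. Of 15 genes normally kept low in β-cells, 4 were measured, among them Cxcl12 (7.83 FPKM in VC and 2.56 in IB) and Slc16a1, a lactate transporter (3.20 in VC, 6.21 in CCVC and 3.34 in CCIB). The acinar and ductal medians were -0.71 in CCVC against VC, -0.94 in IB against VC and -0.59 in CCIB against CCVC over 4 genes, with Ctrb1 at 5.00 FPKM in VC and 1.46 in IB. The mesenchymal and endothelial medians were -0.30, 0.15 and 0.10 over 2 genes.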
